# HMGA1 promotes metastatic processes in basal-like breast cancer regulating EMT and stemness

**DOI:** 10.18632/oncotarget.1136

**Published:** 2013-07-09

**Authors:** Silvia Pegoraro, Gloria Ros, Silvano Piazza, Roberta Sommaggio, Yari Ciani, Antonio Rosato, Riccardo Sgarra, Giannino Del Sal, Guidalberto Manfioletti

**Keywords:** Epithelial to mesenchymal transition, stemness, HMGA1, breast cancer, invasion, metastasis, gene-signature

## Abstract

Breast cancer is a heterogeneous disease that progresses to the critical hallmark of metastasis. In the present study, we show that the High Mobility Group A1 (HMGA1) protein plays a fundamental role in this process in basal-like breast cancer subtype. HMGA1 knockdown induces the mesenchymal to epithelial transition and dramatically decreases stemness and self-renewal. Notably, HMGA1 depletion in basal-like breast cancer cell lines reduced migration and invasion *in vitro* and the formation of metastases *in vivo*. Mechanistically, HMGA1 activated stemness and key migration-associated genes which were linked to the Wnt/beta-catenin, Notch and Pin1/mutant p53 signalling pathways. Moreover, we identified a specific HMGA1 gene expression signature that was activated in a large subset of human primary breast tumours and was associated with poor prognosis. Taken together, these data provide new insights into the role of HMGA1 in the acquisition of aggressive features in breast cancer.

## INTRODUCTION

Breast cancer is the most common cancer in women and a leading cause of cancer mortality in Western countries [1]. Based on microarray analyses, this tumour type has been classified into distinct molecular subtypes, including normal-like, luminal A and B, HER2+ and basal-like [2, 3]. The basal-like subtype is characterised by resistance to chemotherapy, frequent expression of cancer stem cell markers and unfavourable prognoses due to the highly metastatic phenotype [4, 5].

Recent advances in our understanding of the biology underlying tumour progression and metastasis suggest that cancer stem cells (CSCs) are important elements that promote the progression of primary tumours to metastatic disease [6]. In addition, the epithelial to mesenchymal transition (EMT), a key developmental programme that is often activated during cancer invasion and metastasis, has been associated with the acquisition of CSC characteristics [7, 8].

High Mobility Group A (HMGA) proteins are architectural factors that constitute critical hubs in the chromatin network. HMGA proteins, including HMGA1 (with the splice variants HMGA1a and HMGA1b) and the highly related HMGA2, bind AT-rich DNA stretches, forming stereospecific, multiprotein complexes called “enhanceosomes” on the promoter/enhancer regions of genes that regulate gene transcription [9, 10].

HMGA family members play important roles in stem cell self-renewal, proliferation and differentiation [11]. In normal cells, the expression of HMGA proteins is restricted to embryogenesis and, with few exceptions, is very low or almost absent in normal adult cells [12]. However, HMGA proteins are re-expressed at high levels in transformed cells, representing a general feature of human malignancies. Several studies have reported that HMGA1 expression is elevated in a variety of human cancers, including carcinomas derived from thyroid, prostate, colon and breast tissues [13].

In recent years, studies have demonstrated a causal role of the HMGA1 protein in promoting a transformed phenotype [14-19]. Moreover, the presence of the HMGA1 protein has been correlated with a higher cancer grade in mammary epithelial cancer [20, 21], suggesting that HMGA1 may be a key player in sustaining breast cancer. In this study, we demonstrate that HMGA1, by cooperating with the Wnt/beta-catenin and Pin1/mutant p53 signalling pathways, is fundamental in sustaining stem cell and metastatic properties in basal-like breast cancer subtype. To further evaluate the clinical significance of HMGA1 in breast cancer, we combined microarray analyses with clinical information regarding primary breast tumours and found that HMGA1 regulates a set of genes that may potentially be used as an independent predictor of poor clinical outcomes in breast cancer.

## RESULTS

### HMGA1 expression in primary breast tumours

A previous study has shown that HMGA1 is overexpressed in 60% of sporadic ductal carcinomas [20], but it is unclear whether HMGA1 is enriched in a particular molecular subtype. To elucidate the importance of HMGA1 in breast cancer, we compared the abundance of HMGA1 mRNA with the genetic tumour subtype and histological grade, which are important indicators of breast cancer prognosis [2, 3], by performing a bioinformatic analysis of a primary breast cancer public microarray data collection (1881 different samples). HMGA1 mRNA levels were higher in the basal-like and HER2+ subtypes than the luminal A and B and normal-like subtypes (Fig. 1A). Moreover, as both the basal-like and HER2+ subtypes are oestrogen receptor-negative breast cancer subtypes, we found a strong association between HMGA1 mRNA expression and the oestrogen receptor-negative subtype (Fig. 1B). Finally, higher HMGA1 mRNA expression was associated with more advanced tumour grade (Fig. 1C). These results were in agreement with previously described immunohistochemistry data for the HMGA1 protein [22].

**Figure 1:**
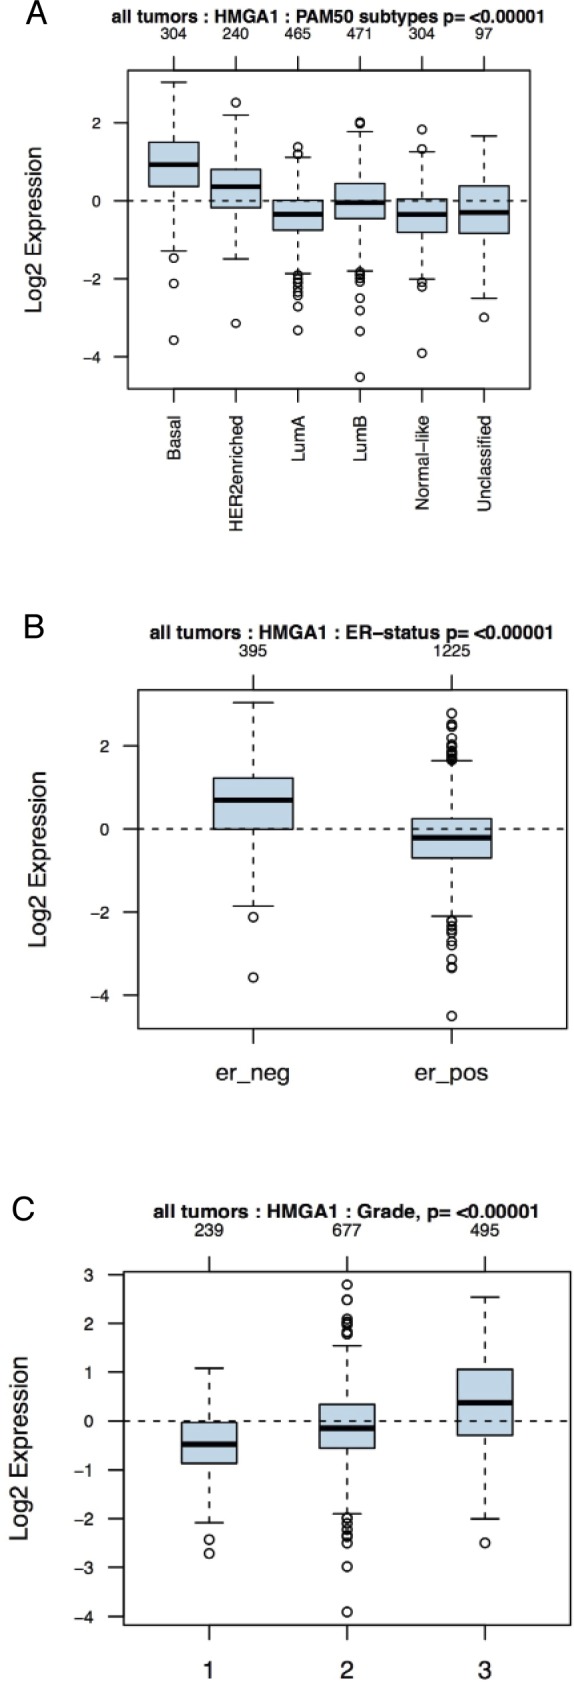
Association of HMGA1 mRNA Levels with Subtype and Tumour Grade in Human Breast Cancers Boxplots of the distribution of the gene expression intensities of HMGA1 mRNA across different (A) breast cancer subtypes, (B) ER-statuses and (C) tumour grades.

### HMGA1 silencing reverts the breast cancer cell transformation phenotype

To determine whether HMGA1 signalling is an important oncogenic event in basal-like breast tumours, we generated an inducible cellular system for HMGA1 silencing based on short hairpin RNA (shRNA) in the oestrogen receptor-negative basal-like human breast cancer cell line MDA-MB-231 and checked for HMGA1 down-regulation after induction (Supplementary Fig. S1). Strikingly, we observed significant morphological alterations to a more differentiated phenotype after HMGA1 depletion. HMGA1-silenced cells (ShA1_1 and ShA1_3) displayed a flattened and polygonal morphology and grew as a highly ordered monolayer sheet, whereas control cells (ShCTRL) maintained a spindle-like fibroblastic phenotype (Fig. 2A). Consistent with these observations, we found that the proliferation rate of HMGA1-silenced cells decreased when the cells reached confluence (Fig. 2B), suggesting that the reversion to an epithelial phenotype may be accompanied by the re-acquisition of cell-cell contact inhibition, altering the growth capacity of MDA-MB-231 cells. To gain further insight into the potential role of HMGA1 in differentiation, we analysed the effects of HMGA1 depletion in a 3D assay growing cells on Matrigel [23]. Interestingly, in HMGA1-depleted cells, the disorganised morphology changed to acini-like spheroids with hollow lumens typical of non-malignant breast epithelial cells (Fig. 2C), confirming that HMGA1 may be involved in the tumour cell differentiation process.

**Figure 2:**
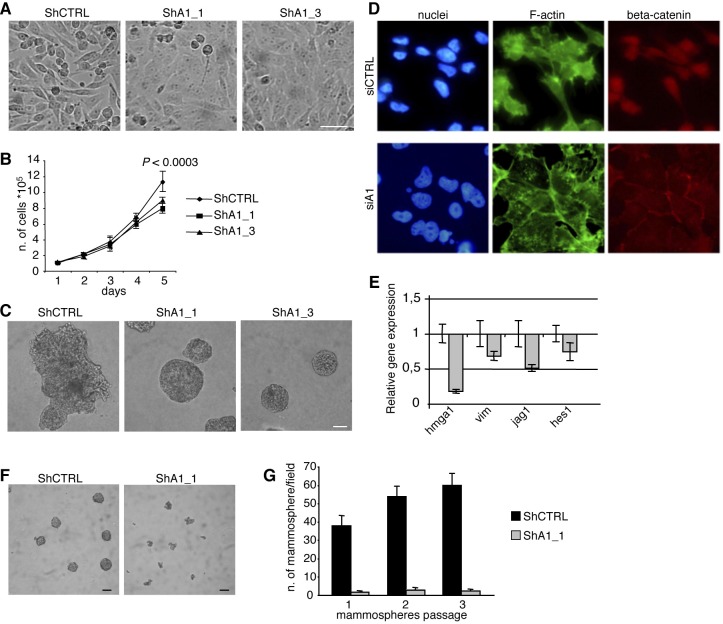
HMGA1 Depletion Induces Phenotypic Changes in the MDA-MB-231 Breast Cancer Cell Line (A) Representative pictures illustrating that HMGA1 depletion (ShA1_1 and ShA1_3) induces morphological changes in MDA-MB-231 cells. ShA1_1 and ShA1_3 are different clones obtained using two shRNA molecules targeting a region in the 3'UTR and the coding sequence of HMGA1, respectively, to avoid potential off-target effects. ShCTRL was obtained using a control shRNA. The scale bar represents 50 μm. (B) Proliferation curves. The data are represented as the means ± SD (n=3). The presented data were obtained from two independent clones for MDA-MB-231 ShCTRL, ShA1_1 and ShA1_3. (C) Phase contrast pictures of 3D growth after 11 days in culture. The scale bar represents 50 μm. (D) Representative images of cells that have been transfected with control (siCTRL) and HMGA1 (siA1) siRNA and stained with phalloidin (green) to visualise F-actin. Immunofluorescence for beta-catenin (red). Nuclei are stained with Hoechst (blue). (E) The down-regulation of selected genes after HMGA1 silencing (gray bar) was measured using real-time PCR. Expression was normalised to the levels in MDA-MB-231 cells that had been transfected with control siRNA. GAPDH was used as an internal control. The data are represented as the means ± SD (n=3). (F) Representative phase contrast pictures of mammosphere growth after 12 days in culture. The scale bar represents 100 m. (G) *In vitro* quantification of mammospheres that were formed by the cells described in (F). In (A) and (C), representative clones for ShCTRL, ShA1_1 and ShA1_3 are shown.

Because the EMT plays a central role in differentiation and tumour initiation [24], we next investigated the impact of HMGA1 expression on the EMT. In HMGA1-depleted cells, we observed a reorganisation of the actin cytoskeleton in which F-actin was arranged in a cortical pattern and was accompanied by a drastic reduction of stress fibres (Fig. 2D) and down-regulation of the expression of mRNA encoding the mesenchymal marker vimentin (Fig. 2E). In addition, we observed regulation of EMT-inducing signalling pathways, including the Notch and Wnt/beta-catenin pathways. In fact, the expression of mRNAs encoding key players (such as Jag1 and Hes1) in the Notch pathway was down-regulated (Fig. 2E). Concomitantly, we observed the relocalisation of beta-catenin from the nuclei to cell-cell contacts (Fig. 2D) following HMGA1 depletion, indicating the possible involvement of HMGA1 in the Wnt/beta-catenin signalling pathway. Similar results were obtained after HMGA1 depletion in another basal-like breast cancer cell line, MDA-MB-157 (Supplementary Fig. S2).

Overall, these results clearly demonstrate that HMGA1 depletion reverses the transformed phenotype of breast cancer cells, indicating potential regulation of the mesenchymal to epithelial transition (MET) by HMGA1.

### HMGA1 silencing decreases self-renewal

A link between the EMT and the cancer stem cell phenotype has been demonstrated [7]. Thus, given our observations that HMGA1 is involved in the MET, we asked whether HMGA1 influences the cancer stem cell population and its self-renewal capacity. We used a mammosphere-formation assay, in which cancer stem cells can form mammospheres under non-adherent conditions [25]. We found that HMGA1 depletion led to a strong reduction in mammosphere formation and dimension (Fig. 2F). Moreover, to assess whether HMGA1 controls mammosphere self-renewal, we dissociated the primary mammospheres into single cells and reseeded them to evaluate their ability to form secondary mammospheres. HMGA1 depletion maintained mammosphere inhibition in the subsequent passages (Fig. 2G), demonstrating that HMGA1 decreases the self-renewal capacity of mammosphere-forming cells. These data suggest that HMGA1 is involved in the growth and self-renewal capacity of breast cancer stem cells.

### HMGA1 knockdown reduces the malignant features of human breast cancer cells and inhibits their migration and invasion

Given that the EMT and CSCs play critical roles in tumour metastasis [7, 26, 27], we next evaluated the impact of HMGA1 depletion on cell motility and invasiveness *in vitro*. HMGA1 depletion significantly reduced both trans-well migration and invasion in MDA-MB-231 cells by at least 60% compared with controls, a result that was later confirmed in two independent basal-like cell lines (MDA-MB-157 and MDA-MB-468) (Fig. 3A and B). Moreover, we confirmed the inhibitory effect of HMGA1 knockdown on migration in wound healing-induced migration assay (Fig. 3C) and demonstrated that this effect was strictly dependent on HMGA1 because the reintroduction of a siRNA-resistant HMGA1 construct almost entirely rescued cell migration (Fig. 3D). During the MET, decreased metastatic ability is deeply connected to the reacquisition of a polarised epithelial phenotype in which cell-cell contacts are restored and the cells move collectively [28]. In fact, we observed that HMGA1-silenced cells migrate collectively to the wound centre, a finding that is consistent with the acquisition of epithelial cell properties, whereas control cells move individually (Fig. 3E). Moreover, using a cell dispersion assay to simulate in 2D the metastatic dispersion of cells from the primary tumour, we observed that HMGA1-depleted cells grow in a monolayer as well-defined colonies, while control cells move individually, breaking the colony boundaries (Fig. 3F). These findings emphasise that HMGA1 promotes the migration and invasion of breast cancer cells by establishing the mesenchymal transition programme.

**Figure 3:**
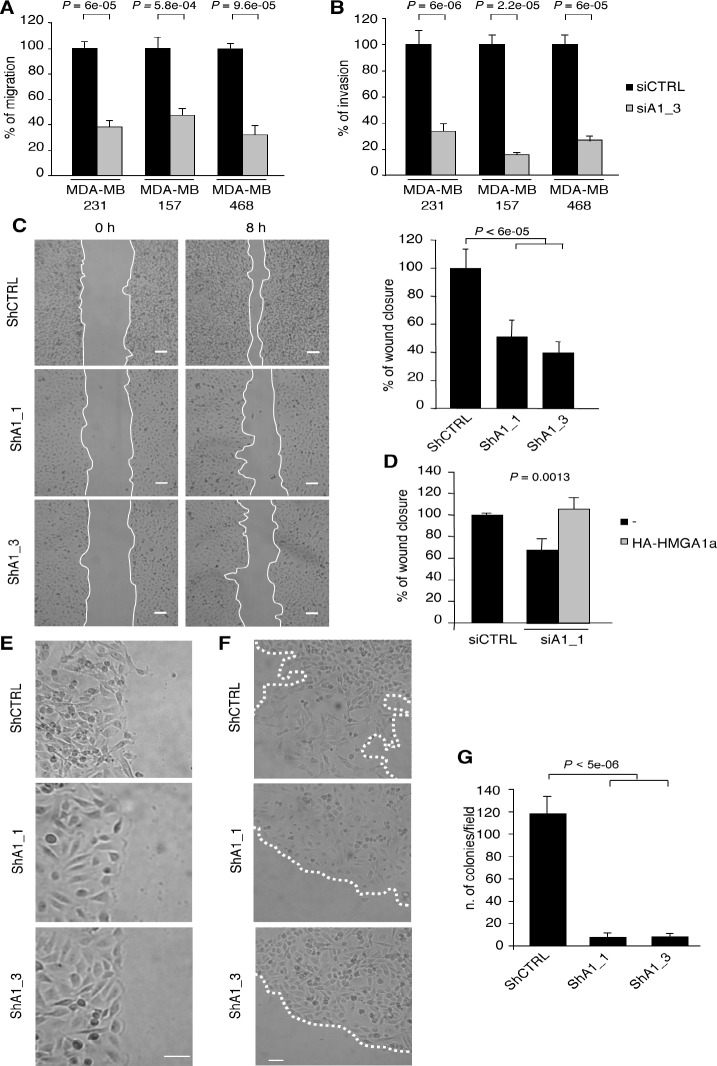
HMGA1 Depletion Inhibits Transformation Characteristics in Breast Cancer Cells (A) Transwell migration assays in MDA-MB-231, MDA-MB-157 and MDA-MB-468 cells transfected with control (siCTRL) and HMGA1 (siA1_3) siRNA. (B) Transwell invasion assays in the cells shown in (A). The data in (A) and (B) are represented as the means of the percentage of the number of cells relative to control ± SD (n=3). See Supplementary Fig. S3A, for the western blot analysis of the cell lysates. (C) Representative pictures from the scratch wound-healing assay, performed with HMGA1-depleted (ShA1_1 and ShA1_3) and control (shCTRL) cells. The scale bar represents 100 μm. Quantification of the scratch wound-healing assay is shown. The data are represented as the means of the percentage of wound closure at 8 hours relative to control ± SD (n=3). (D) The scratch wound-healing assay in MDA-MB-231 cells that have been cotransfected with control (siCTRL) or HMGA1 (siA1_1) siRNA and vectors expressing siRNA-resistant HA-HMGA1a. The empty vector (-) was used as a negative control. The data are represented as the means of the percentage of wound closure relative to control ± SD (n=3). See Supplementary Fig. S3B, for the western blot analysis of the cell lysates. (E) Representative pictures illustrating that the MDA-MB-231 cells in which HMGA1 (ShA1_1 and ShA1_3) was depleted move as a coherent group. The scale bar represents 50 μm. (F) Representative pictures of the cell dispersion assay. The scale bar represents 50 μm. (G) Quantification of anchorage-independent growth in soft-agar. The data are represented as the means ± SD (n=3).

Both cell survival outside of the primary tumour and metastatic potential depend on the process of anchorage-independent growth, which is a key aspect of the tumour phenotype. Through *in vitro* soft agar assay analysis we observed that inhibition of HMGA1 expression dramatically suppressed the ability of MDA-MB-231 cells to form colonies in soft agar (Fig. 3G), demonstrating that HMGA1 is required for the survival and proliferation of breast cancer cells in the absence of external stimuli. Taken together, these results suggest the functional involvement of HMGA1 in metastatic processes.

### HMGA1 is critical for *in vivo* metastatic processes

We next examined the impact of HMGA1 on tumour growth and metastatic dissemination *in vivo*. MDA-MB-231 control cells and HMGA1-depleted cells were genetically engineered to express the firefly luciferase reporter gene, enabling *in vivo* bioluminescence imaging. To evaluate metastatic potential *in vivo*, we conducted a tail vein xenograft in mice. We observed strong reductions in the BLI signal in the lung regions of animals that had been injected with HMGA1-depleted cells (Fig. 4A, left). These data were confirmed via bioluminescence analysis of explanted lungs (Fig. 4A, right). These preliminary *in vivo* results provide evidence of the active regulation of metastatic processes in breast cancer by HMGA1. However, the intravenous injection of tumour cells bypasses several critical steps of the metastatic cascade, including invasion of the tumour border and intravasation into the vasculature. Therefore, we tested whether HMGA1 knockdown impaired metastasis in a more physiologically relevant experimental model by injecting the cells subcutaneously into the fat pads of SCID mice. The results indicated that HMGA1 depletion did not significantly affect tumour growth (Fig. 4B, left). Nevertheless, mice injected with HMGA1-knockdown cells displayed significant reductions in the BLI signal in the region associated with tumour colonisation of the regional homolateral axillary lymph nodes (Fig. 4B, right), which are the primary site of metastatic dissemination [29]. Notably, we found that 14 of 21 control mice displayed lymph node metastasis at this site, whereas only 2 of 21 mice carrying HMGA1-depleted tumours were macroscopically positive (Fig. 4C, left). Accordingly, a highly significant reduction in lymph node weight was also observed (Fig. 4C, right). Finally, this observation was further confirmed by an *ex vivo* BLI analysis of the lungs (Fig. 4D), which revealed dramatic reductions in lung colonisation from the naturally occurring MDA-MB-231 metastases. Hence, the results of the experiments outlined above indicate that HMGA1 may control both migratory and invasive behaviours in breast cancer cells *in vivo*.

**Figure 4:**
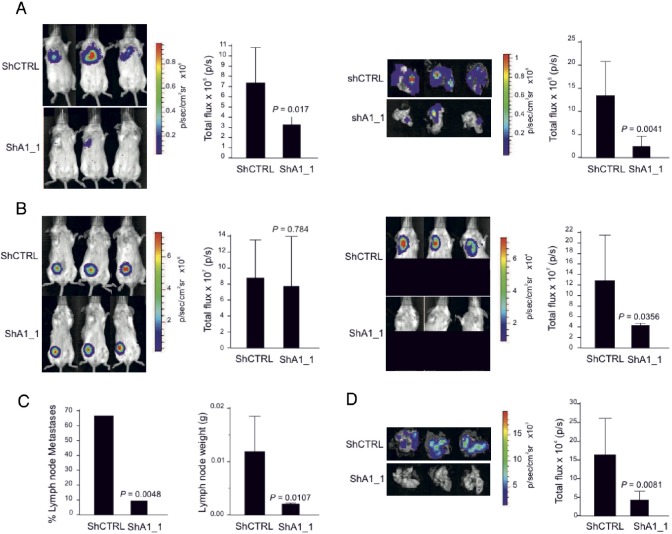
HMGA1 Depletion Suppresses Metastasis in a Mouse Xenograft Model (A) MDA-MB-231 ShCTRL and ShA1_1 cells carrying the firefly luciferase reporter gene were injected into the tail veins and mice were analysed for metastasis using bioluminescence. Three representative mice from each group exhibiting metastasis are shown in the left panel with the corresponding averages of the total flux analyses of 12 mice for each group. Representative *ex vivo* images of the excised lungs and corresponding averages of the total flux analyses are shown on the right. Analyses were performed at day 26 after cell injection. The data are represented as the means ± SD (n=12 for each group of mice). (B) MDA-MB-231 ShCTRL and ShA1_1 cells carrying the firefly luciferase reporter gene were injected into the fat pad. Three representative mice showing primary tumours detected *in vivo* and the corresponding averages of the total flux analyses are shown on the left. Shown on the right are the metastases detected *in vivo* and the corresponding averages of the total flux analyses. Here, the lower portion of each animal was shielded before reimaging to minimise the bioluminescent signal from the primary tumour. (C) The number of metastatic lymph nodes (left) and the average weights of the lymph nodes (right) excised from mice injected with cells in the fat pads. The lymph node weight data are represented as the means ± SD (n=21 for ShCTRL mice and n=21 for ShA1_1 mice). (D) Representative *ex vivo* images of the lungs excised from mice that had been injected with cells in the fat pad and the corresponding averages of the total flux analyses are shown. For (B) and (D), the analyses were performed at day 40 after cell injection. The data are represented as the means ± SD (n=19 for ShCTRL mice and n=21 for ShA1_1 mice).

### The HMGA1 gene signature is an independent predictor of poor clinical outcome

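HMGA1, an architectural chromatin protein that binds AT-rich DNA, was lower in every siHMGA1 array than in any siCTRL array of MDA-MB-231 cells, a human basal-like breast cancer cell line. The log2 signal of its brighter probe set was 12.62, 12.84, 12.69 and 12.85 in the 4 siCTRL arrays and 10.11, 10.37, 10.29 and 10.57 in the 4 siHMGA1 arrays. The means were 12.75 ± 0.114 (SD, n = 4) and 10.33 ± 0.192 (SD, n = 4), and HMGA1 silencing left 0.187 of the control signal. This is a log2 fold change of -2.42 (standard error 0.0956, adjusted p = 2.46e-08 from limma), with an exact two-sided permutation p of 0.0286, the smallest that 4 arrays against 4 allow. The dimmer HMGA1 probe set had a log2 fold change of -0.90 (standard error 0.155, adjusted p = 9.82e-04 from limma over all probe sets). The cells had been transfected with 100 nM of the HMGA1 or the control siRNA, and the sample labels give RNA extraction at 72 h. The labels and the methods call the arrays of a group biological replicates and do not describe how the cultures were kept apart, so the p-values measure the spread between these arrays. One section of the methods gives 4 replicates on the U133A 2.0 array and another gives 3 on hgu133plus2. The values used here are those of hgu133plus2 probe sets in 4 arrays per group, and all 8 arrays entered each comparison. The authors computed cell intensities with the Affymetrix Expression Console and applied RMA, which subtracts background, gives the arrays the same distribution of probe signals and summarises each probe set on the log2 scale. A shift of most transcripts in one direction would be removed by that step. The mean log2 value was 6.6 in each array. Across probe sets, the correlation was 0.995 to 0.998 between arrays of one group and 0.989 to 0.992 between arrays of different groups. From these values, 19777 genes were tested with limma and the Benjamini and Hochberg adjustment, each through its probe set with the highest mean over the 8 arrays, and a log2 fold change is siHMGA1 over siCTRL throughout. The number of arrays limits the precision.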

To understand the functional involvement of HMGA1 in breast cancer malignancy we investigated whether HMGA1 alters the transcriptional programme by analysing the transcriptional profile of MDA-MB-231 cells in the presence and absence of HMGA1. 

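After HMGA1 silencing, 97 genes were lower and 27 were higher at an adjusted p below 1e-04 from limma and a log2 fold change beyond 1.4, which is 2.6-fold. On the brightest probe set of each gene, WIPF1, a regulator of actin assembly, had the largest fall, from 8.66 ± 0.252 to 5.83 ± 0.313 (SD, n = 4 each), a log2 fold change of -2.83 (standard error 0.155, adjusted p = 1.86e-07 from limma). It was followed by CENPU (MLF1IP in the paper). TDRKH, a Tudor domain protein, fell by 2.63 on the log2 scale, the imprinted gene MEST fell by 2.53, and LRRC59, a ribosome-binding protein of the endoplasmic reticulum, fell by 2.34. Among the genes that rose, ERBB4, a receptor of the EGF receptor family, went from 4.82 ± 0.382 to 7.20 ± 0.157 (SD, n = 4 each), a log2 fold change of 2.38 (standard error 0.159, adjusted p = 6.83e-07 from limma). The log2 fold change was 1.98 for PTGS1, a cyclooxygenase of prostaglandin synthesis, 1.94 for the calpain protease CAPN8, 1.9 for LGR5, a receptor for R-spondins, 1.87 for the fibrillar collagen COL3A1 and 1.81 for FABP4, a fatty acid-binding protein. The largest adjusted p from limma among the named genes was 5.65e-06, for CAPN8. Signals under 6, those of ERBB4, LGR5 and COL3A1 in siCTRL and of WIPF1 and TDRKH in siHMGA1, lie near background, so the sizes and ranks of these changes are uncertain. Of the genes past both thresholds, 78.2% were lower (95% Wilson interval 70.2 to 84.6%, which treats genes as independent). At an adjusted p under 0.05 from limma with no fold threshold, 2904 genes were lower and 3124 were higher, so that 48.2% were lower (46.9 to 49.4%). When each array was centred on 11 housekeeping genes, the median log2 fold change of all genes moved to 0.11. The 11 genes had a mean log2 fold change of -0.10 and a median of -0.04, and TBP among them fell by 0.64, so this centring leans on few genes. With it, 74 genes were lower and 33 higher past both thresholds (69.2% lower). At an adjusted p under 0.05 from limma, 2104 were lower and 5593 higher (27.3% lower), while cyclic loess turned the latter to 3284 lower and 2823 higher (53.8% lower). With the mean of all probe sets of a gene, 54 genes were lower and 12 higher past both thresholds, and the log2 fold change was -1.51 for WIPF1, no longer the largest fall, -0.94 for TDRKH, 0.99 for ERBB4, 1.12 for PTGS1, 0.97 for LGR5, 1.00 for FABP4, -0.74 for LRRC59 and 0.91 for COL3A1. Without the probe sets whose names mark possible cross-hybridisation (_s_at and _x_at), LRRC59 had a log2 fold change of -0.03 (adjusted p = 0.90 from limma) and COL3A1 of 0.04 (adjusted p = 0.72 from limma). The probe sets that then stood for LRRC59 and COL3A1 had means of 3.87 and 3.95, near background, so these values do not show cross-hybridisation. The paper sets the larger number of genes that fell beside the notion that HMGA1 mainly activates transcription.

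**Figure D1:**
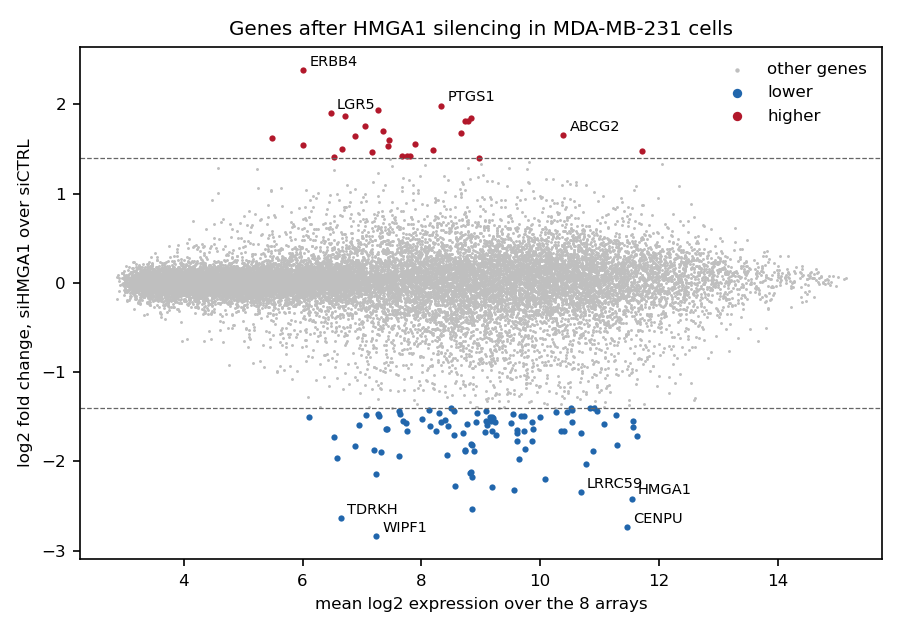
Log2 fold change of siHMGA1 over siCTRL (vertical axis) against the mean log2 expression over the 8 arrays (horizontal axis) for 19777 genes, one point per gene. The 97 lower genes are blue and the 27 higher genes red, and dashed lines mark log2 fold changes of -1.4 and 1.4. The blue points lie mainly at higher signals than the red points.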

Following HMGA1 silencing, we identified the gene cluster containing the genes that were most up-regulated and a larger cluster containing the genes that were most down-regulated (siHMGA1UP genes, n=38 and siHMGA1DW genes, n=130 genes respectively, see also Supplementary Fig. S4 and Table S1 and S2), consistent with notion that HMGA1 acts predominantly to activate transcription. The effects of HMGA1 depletion on the expression of selected genes were confirmed by qRT-PCR (Supplementary Fig. S5). 

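Genes of cell division fell after HMGA1 silencing. Of 74 measured genes of mitosis, 71 were lower and 0 were higher at an adjusted p under 0.05 from limma (72 lower when adjusted over the list alone), with a median log2 fold change of -0.95. NCAPG, a condensin subunit, fell by 2.02 on the log2 scale and SPC25, a kinetochore protein, fell by 1.93. Of 58 genes of DNA replication, 50 were lower and 3 higher (51 and 4 when adjusted over the list alone), with a median of -0.73. TIMELESS and CLSPN, which protect replication forks, fell by 1.82 and by 1.60, while ORC4 (0.36) and RFC1 (0.29) were higher. Of 35 genes of DNA repair, 25 were lower and 1 higher (26 and 1 when adjusted over the list alone), with a median of -0.69. Here MDC1 fell by 2.12, BRCA1 fell by 1.7, EXO1 fell by 1.56 and CHEK1, a checkpoint kinase, fell by 1.51, and the higher gene was FANCF (0.39). Of 34 regulators of G1 and S phase, 18 were lower and 7 higher (19 and 7 when adjusted over the list alone), with a median of -0.20. The transcription factors E2F8 and MYBL2 fell by 1.88 and by 1.53 and the ubiquitin ligase subunit SKP2 fell by 1.24, while the log2 fold change was 1.10 for the cyclin CCND2 and 0.61 for E2F5. The adjusted p of the list from camera, with its preset correlation between genes, was 6.22e-45 for mitosis, 1.15e-26 for DNA replication, 1.89e-15 for DNA repair and 0.0015 for G1 and S phase. With an estimated correlation, the adjusted p was 0.117 for mitosis, for DNA replication and for G1 and S phase and 0.145 for DNA repair. Of 21 lists tested, 7 passed with the preset correlation and 0 with an estimated correlation. The estimated correlation was 0.446 for mitosis but 0.0232 for G1 and S phase, near the preset 0.01. A higher correlation alone therefore does not account for the lost call of G1 and S phase.
Ribosome biogenesis covers only a part of growth, and the list of invasion and proteolysis only a part of cellular movement. Neither list tests the Ingenuity terms of growth and movement that the paper gives for its up-regulated genes. Of 32 measured genes of ribosome biogenesis, 10 were lower and 5 higher (12 and 6 when adjusted over the list alone, camera adjusted p = 0.139 with the preset and adjusted p = 0.379 with an estimated correlation). RRP1B and NOLC1, nucleolar proteins, had log2 fold changes of -2.2 and -1.72, and NOP16 of 0.40. In the list of invasion and proteolysis, 5 of 40 genes were lower and 11 were higher, also when adjusted over the list alone (camera adjusted p = 0.546 with the preset and adjusted p = 0.591 with an estimated correlation). The median log2 fold change of this list was 0.03 and the mean -0.02. ADAM19, a membrane metalloprotease, had a log2 fold change of -2.28, TIMP4, an inhibitor of matrix metalloproteases, of -1.56 and PLAU, the urokinase gene, of -0.81. The metalloproteases MMP16 and ADAM17 were higher, at 0.66 and 0.58. Each gene named here passed an adjusted p of 0.05 from limma, RFC1 with an adjusted p of 0.0233. Without the _s_at and _x_at probe sets, RFC1 and ORC4 did not (adjusted p = 0.694 and 0.0908 from limma), and TIMELESS fell by 0.35. The probe sets that then stood for RFC1 and TIMELESS had means of 5.34 and 5.40, near background. RFC1 also did not pass with 4 of the 8 arrays left out in turn or with the methods' t-test. With the mean of all probe sets the log2 fold change was over 1.5 times smaller for ADAM19 (-1.16), RRP1B (-1.22), NOLC1 (-1.03), BRCA1 (-1.09), TIMELESS (-1.09), CLSPN (-1.01), CHEK1 (-0.75), CCND2 (0.39), E2F5 (0.30), MMP16 (0.21), NOP16 (0.19) and FANCF (0.18).

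**Figure D2:**
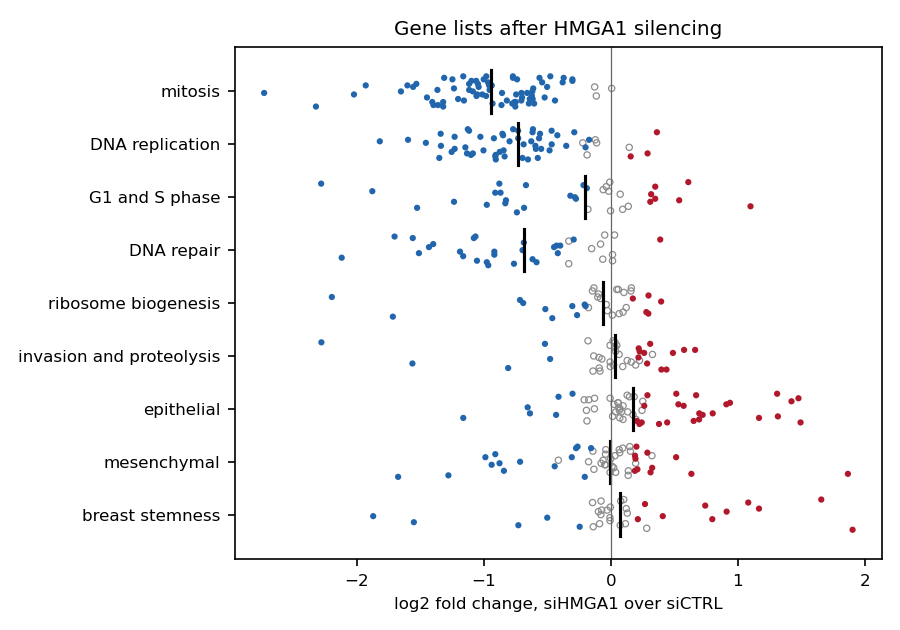
Log2 fold change of siHMGA1 over siCTRL (horizontal axis) of the measured genes of 9 gene lists (vertical axis), one point per gene. Filled points passed an adjusted p of 0.05 from limma (blue lower, red higher), open points did not, and black bars are medians. The 74 mitosis genes lie mostly left of 0, around a median of -0.95.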

A functional annotation analysis of the HMGA1 transcriptome, performed with the DAVID/EASE and Ingenuity Pathway Analysis (IPA) tools, led to the conclusion that HMGA1 silencing affects genes involved in cancer and regulation of the cell cycle, cellular movement, growth, proliferation and metabolism (Table 1 and Supplementary Table 3).

**Table 1:** Functional annotation of HMGA1 modulated-genes

DOWN regulated genes upon siHMGA1		UP regulated genes upon siHMGA1	
Functional Analysis		Functional Analysis	
DAVID	p-value	DAVID	p-value
cell cycle	8.49E-12	regulation of kinase activity	0.031
M phase	6.40E-09	domain:Cadherin 7	0.034
condensed chromosome	1.57E-06	regulation of transferase activity	0.034
nuclear lumen	2.10E-06	FAD-dependent pyridine nucleotidedisulphide	0.038
		oxidoreductase	
nuclear division	1.23E-05	EGF	0.043
mitosis	1.23E-05		
**Ingenuity Pathway Analysis**	**p-value**	**Ingenuity Pathway Analysis**	**p-value**
Cancer	4.56E-08 - 3.84E-02	Cancer	3.92E-06 - 1.73E-02
Reproductive System Disease	2.25E-04 - 3.84E-02	Gastrointestinal Disease	3.92E-06 - 1.73E-02
Cell Cycle	3.48E-13 - 3.68E-02	Cellular Movement	3.32E-05 - 1.73E-02
DNA replication and Repair	1.45E-08 - 3.30E-02	Cellular Growth and Proliferation	4.88E-05 - 1.73E-02
Embryonic Development	2.25E-05 - 3.84E-02	Lipid Metabolism	1.71E-04 - 1.73E-02
Hematological System Development	3.04E-04 - 3.30E-02	Cell-Mediated Immune Response	3.32E-05 - 1.16E-02

Starting from the genes that were expressed in the silenced HMGA1 cells that had greater than a 1.4 log-fold change or lower than a 1.4 log-fold change with respect to the control cells, we used the publicly accessible software DAVID/EASE and Ingenuity Pathway Analysis. These are tools that can be used to summarise the predominant biological “theme” of a given gene list with respect to all of the genes represented in the dataset. 

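Of the 97 genes that were lower past both thresholds, 10 belonged to the list of 74 mitosis genes, where 0.363 would be drawn by chance (adjusted p = 1.17e-10, one-sided Fisher's exact test over all 19777 genes). They included the aurora kinase AURKB and the kinesins KIF23 and KIF4A. The list of 35 DNA repair genes held 5 of the lower genes (adjusted p = 1.55e-05, the same exact test), the list of 34 regulators of G1 and S phase held 3 (adjusted p = 0.0064), and the list of 58 DNA replication genes held 3 (adjusted p = 0.0203). Of the 27 higher genes, 3 belonged to the list of 57 epithelial genes (adjusted p = 8.85e-04, the same exact test). These were MAP7, a microtubule-binding protein (log2 fold change 1.49, and 0.67 with the mean of its probe sets), MAL2, a protein of apical transport (1.48), and FAM83H. The list of 33 stemness genes held 2 of the higher genes (adjusted p = 0.0078), LGR5 and the drug efflux transporter ABCG2, which went from 9.56 ± 0.0319 to 11.22 ± 0.0225 (SD, n = 4 each). It also held 2 of the lower genes, with an adjusted p of 0.0531 from Fisher's exact test. In the list of 40 genes of invasion and proteolysis, 2 genes were past the thresholds, and both were lower (adjusted p = 0.0691, the same exact test). Fisher's exact test treats genes as independent, and the terms of DAVID/EASE and Ingenuity were not used here. The lists were written after the pictures of Tables S1 and S2 had been seen. They hold genes that the study names, such as FAM83H, LIFR, CENPU and KIF23, and Fisher's exact test was not repeated without them. These results are therefore not independent evidence.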

The most over-represented terms (p<10^−5^) in the down-regulated gene cluster in the silenced HMGA1 cells were related to the mitotic cell cycle and mitosis (upper panel), while the up-regulated gene cluster was characterised by GO and was related to metabolism, movement and proliferation (lower panel). The complete GO term list is available in the supplementary files (See Supplementary Table S3).

To address the hypothesis that the transcriptional programme induced by HMGA1 contained genes that are important for tumour aggressiveness, we initially utilised the Oncomine web tool [30, 31]. Interestingly, the results of this analysis clearly revealed higher expression of the genes that were down-regulated after HMGA1 silencing (i.e., genes induced by HMGA1) in tumour tissue vs. normal tissue (ratio 89/6), and in particular in bad vs. good clinical outcome (ratio 55/4), primarily for breast cancer (ratio 31/0) (Table 2). Therefore, to further evaluate this clinical correlation, we analysed several breast cancer microarray datasets, which collectively consisted of more than 2000 patients (breast cancer meta-dataset). A Kaplan-Meier survival analysis showed that the expression of these genes was significantly correlated with clinical outcome. In particular, patients expressing high levels of these genes displayed a shorter time to distant metastasis (TDM) (Fig. 5A). In addition, the higher HMGA1 expression gene signature was associated with both the basal-like subtypes and high-grade (G3) breast cancers (Fig. 5 B and C) and was also correlated with HMGA1 mRNA expression (Supplementary Fig. S6).

**Table 2:** Oncomine analysis of HMGA1 regulated-genes

Cancer Type	Cancer vs. Normal		Clinical Outcome	
	Over-expression or Copy Gain	Under-expression or Copy Loss	Over-expression or Copy Gain	Under-expression or Copy Loss
Bladder Cancer	2		1	
Brain and CNS Cancer	5	1	4	
Breast Cancer	8	1	31	
Cervical Cancer	2			
Colorectal Cancer	14		2	1
Esophageal Cancer	3			
Gastric Cancer	4			
Head and Neck Cancer	10			
Kidney Cancer			2	
Leukemia	1	3		
Liver cancer	4			
Lung Cancer	13		4	
Lymphoma			3	3
Melanoma	1			
Myeloma			5	
Other Cancer	5	1	2	
Ovarian Cancer	4			
Pancreatic Cancer	2			
Prostate Cancer	2		1	
Sarcoma	10			
**Significant Unique Concepts**	**89**	**6**	**55**	**4**
**Ratio**	**14.83 (p<0.0007)**		**13.75 (p<0.009)**	

Starting with the genes expressed in the silenced HMGA1 cells that displayed less than a 1.4 log-fold change with respect to the control cells (HMGA1 signature), we used the Oncomine (PRO version) web tool to determine if there were any associations between the gene expression profiles of the different cancer types present in the database. This table displays the number of significant results, coloured red or blue for over- or under-expression, respectively, across all cancer types, with an analysis of the correlation with clinical outcomes. P-values were calculated using a two-sample paired Wilcoxon test (also known as the ‘Mann-Whitney’ test).

**Figure 5:**
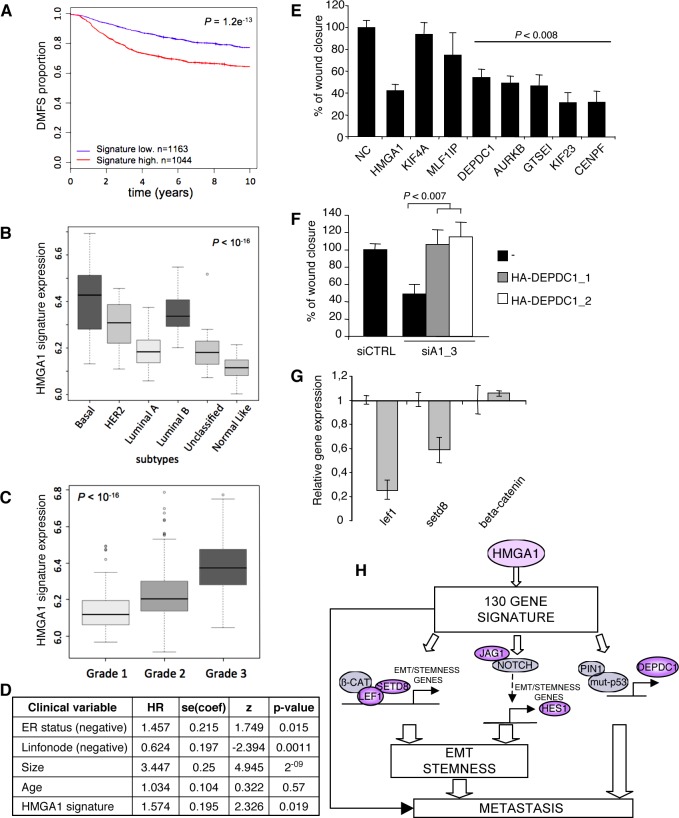
HMGA1 Gene Signature and Breast Cancer Phenotype (A) Kaplan–Meier survival curve of time to distant metastasis (TDM) for breast cancer patients who were classified according to HMGA1 expression. Red line: cases with high HMGA1 expression; blue line: cases with low HMGA1 expression. (B-C) Boxplots of the distribution of the gene expression intensities of the HMGA1 gene signature across different breast cancer subtypes (intrinsic subtypes or Grades 1, 2 or 3). (D) Multivariate analysis of risk of death. (E) The scratch wound-healing assay in MDA-MB-231 cells transfected with control siRNA (negative control, NC) or siRNA specific for each analysed gene. The data are represented as the means of the percentage of wound closure relative to control ± SD (n=4). (F) The scratch wound-healing assay in MDA-MB-231 cells that have been cotransfected with control (siCTRL) or HMGA1 (siA1_3) siRNA and vectors expressing two DEPDC1 isoforms (DEPDC1-1 and DEPDC1-2). The empty vector (-) was used as a negative control. The data are represented as the means of the percentage of wound closure relative to control ± SD (n=3). See also Supplementary Fig. S7, for the western blot analysis of the cell lysates. (G) Down-regulation of Wnt-related genes after HMGA1 silencing (grey bar) was measured using real-time PCR. Expression was normalised to the levels in MDA-MB-231 cells transfected with control siRNA. GAPDH was used as an internal control. The data are represented as the means ± SD (n=3). (H) Proposed model for the role of HMGA1 in basal-like breast cancer. HMGA1 regulates a panel of 130 genes that are critical for migration, EMT and stemness and that strongly impact breast cancer. Among these genes, LEF1 and SETD8 are key factors in the Wnt/beta catenin pathway, JAG1 and HES1 are key factors in the Notch pathway, and DEPDC1 is a key factor in the mutant p53 pathway.

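LEF1, a transcription factor of the Wnt/beta-catenin pathway, went from 8.59 ± 0.126 to 6.93 ± 0.0679 (SD, n = 4 each) after HMGA1 silencing, a log2 fold change of -1.66 (standard error 0.0724, adjusted p = 4.74e-08 from limma). KMT5A (SETD8 and SET8 in the paper), a histone H4 methyltransferase, had a log2 fold change of -1.01 (standard error 0.0921, adjusted p = 7.00e-06 from limma). The Notch ligand JAG1 went from 12.97 ± 0.134 to 12.25 ± 0.0612 (SD, n = 4 each), a log2 fold change of -0.72 (standard error 0.0735, adjusted p = 1.77e-05 from limma). The Notch target HES1 had a log2 fold change of -0.43 (standard error 0.111, adjusted p = 0.0107 from limma). CTNNB1, which encodes beta-catenin, had a log2 fold change of -0.01 (standard error 0.0524, adjusted p = 0.892 from limma). The study names LEF1, KMT5A, JAG1 and HES1 as regulated by HMGA1 in these cells, so their directions are not independent evidence. The paper also reports falls of these mRNAs by real-time PCR and a relocalisation of beta-catenin protein, which the arrays do not measure. Of 66 genes of the Wnt/beta-catenin pathway, 10 were lower and 19 higher at an adjusted p under 0.05 from limma (11 and 19 when adjusted over the list alone), among the latter the receptor FZD4 (0.93). Of 42 genes of the Notch pathway, 6 were lower and 7 higher, with the same numbers when adjusted over the list alone, among the latter the coactivator MAML3 (0.71). Neither list passed camera, with adjusted p = 0.281 for Wnt/beta-catenin and 0.640 for Notch at the preset correlation and adjusted p = 0.379 and 0.591 with an estimated correlation. The probe sets of 4 of these genes differed, since JAG1 had values of -0.05 and 0.06 on its 2 dimmest probe sets, LEF1 had values of 0.07 and 0.01 on its dimmer probe sets, CTNNB1 0.61 on its next brightest, and HES1 -0.79 and 0.03 on its dimmer ones. HES1 had an adjusted p of 0.0627 with the methods' t-test, and with the mean of probe sets LEF1 had a log2 fold change of -0.53 and MAML3 of 0.22.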

Next, we assessed whether this signature could be an independent predictor of clinical outcome. Cox multivariate analysis revealed that the HMGA1 gene signature behaves as a significant (p<0.05) independent prognostic factor together with ER status, lymph node impairment and tumour size (Fig. 5D). In addition, after analysing a cohort of 115 patients that had more clinical variables available, we confirmed that the HMGA1 signature yields prognostic information when combined with clinical variables that are commonly used in practice (Supplementary Table S4). Hence, the genes up-regulated by the HMGA1 protein have prognostic significance, and their combined expression may be considered as a marker of breast cancer malignancy. Taken together, these data suggest that HMGA1 plays a key role in breast malignancy and the progression of metastatic disease by modulating a specific gene network.

### HMGA1 activates aggressiveness-related and stemness-associated factors

Given our observations that HMGA1 increases migration and invasion and supports EMT and breast cancer stemness, we assessed the functional roles of the HMGA1 gene signature. First, we selected seven of the most differentially expressed genes that were correlated with clinical data outcomes (i.e., GTSEI, AURKB, CENPF, MLF1IP, DEPDC1, KIF23 and KIF4A) and evaluated their involvement in the HMGA1-mediated reduction of migration ability. These genes are known to be strongly associated with the microtubule network and involved in cytoskeletal organisation [32-36]. 

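All 7 genes were lower after HMGA1 silencing, and 4 of them fell past both thresholds on their brightest probe set. CENPU, a centromere protein, went from 12.83 ± 0.0177 to 10.10 ± 0.202 (SD, n = 4 each), a log2 fold change of -2.73 (standard error 0.0894, adjusted p = 1.11e-08 from limma). The kinesin KIF23, which works in cytokinesis, had a log2 fold change of -2.32 (standard error 0.0848, adjusted p = 1.48e-08 from limma). The log2 fold change was -1.65 for the chromokinesin KIF4A (adjusted p = 2.30e-08 from limma) and -1.6 for the kinase AURKB (adjusted p = 2.20e-06 from limma). DEPDC1 went from 11.53 ± 0.137 to 10.38 ± 0.128 (SD, n = 4 each), a log2 fold change of -1.14 (standard error 0.0847, adjusted p = 1.50e-06 from limma). GTSE1, a microtubule-binding protein, had a log2 fold change of -0.74 (adjusted p = 1.33e-05 from limma) and CENPF, a kinetochore protein, of -0.62 (adjusted p = 1.44e-05 from limma). Probe sets of one gene gave different sizes, and KIF23 and AURKB fell by 1.22 and by 1.16 on their dimmer probe set, short of 1.4. CENPF fell by 1.59 and by 2.05 on its dimmer probe sets, DEPDC1 fell by 1.36, by 1.44 and by 1.00, and GTSE1 fell by 1.57, by 1.14 and by 1.52, with a log2 fold change of 0.04 on its dimmest probe set. In all 7 genes the 4 siHMGA1 arrays lay under the 4 siCTRL arrays. The study selected these genes from these arrays, so their direction is not independent evidence.

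**Figure D3:**
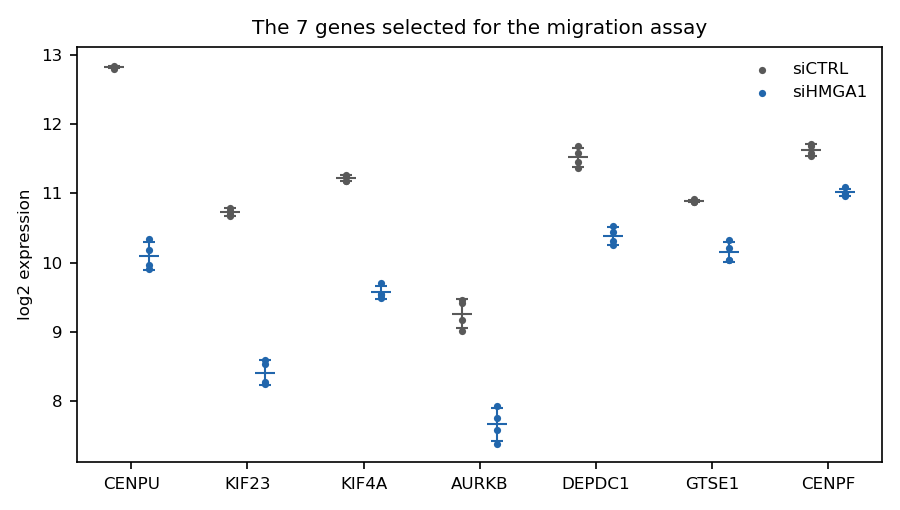
Log2 expression (vertical axis) of the 7 genes (horizontal axis) in the 4 siCTRL arrays (grey) and the 4 siHMGA1 arrays (blue), one point per array, with horizontal marks for means and bars for the SD. The blue points lie under the grey points for each gene, most clearly for CENPU, at 12.83 and 10.10 on average.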

To establish their role in cell motility, we explored the effects of silencing these genes in MDA-MB-231 cells using a wound-healing assay. We observed that the depletion of five of the seven genes (GTSEI, AURKB, CENPF, DEPDC1 and KIF23) significantly inhibited cell migration (Fig. 5E). Among these five genes, emerging evidence suggests that DEPDC1 plays an important role in bladder cancer and breast cancer cells [37, 38]. In particular, DEPDC1 has been reported to have a strong impact on migration and invasiveness that is dependent on mutant p53 [37]. To further evaluate whether DEPDC1 acts as an effector in HMGA1-induced breast cell transformation, we transiently transfected DEPDC1 into MDA-MB-231 cells in which HMGA1 expression had been silenced. We observed that DEPDC1 overexpression rescued the effects of HMGA1 silencing on migration (Fig. 5F). Therefore, our results suggest that HMGA1 plays a pivotal role in orchestrating a molecular network that sustains the invasiveness of cancer cells.

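CD24, a surface protein that is low in breast cancer stem cells, rose after HMGA1 silencing from 9.63 ± 0.0885 to 10.79 ± 0.112 (SD, n = 4 each), a log2 fold change of 1.17 (standard error 0.0723, adjusted p = 4.22e-07 from limma). FAM83H, a regulator of keratin filaments, also rose, by a log2 fold change of 1.42 (standard error 0.0602, adjusted p = 3.72e-08 from limma). The cytokine receptor subunit LIFR fell by 1.55 on the log2 scale (standard error 0.0637, adjusted p = 3.02e-08 from limma) and the interleukin receptor IL1R1 fell by 1.02 (standard error 0.123, adjusted p = 6.41e-05 from limma). CALD1, an actin-binding protein, fell by 0.88 (standard error 0.0874, adjusted p = 1.43e-05 from limma) and the tubulin TUBB fell by 0.29 (standard error 0.0657, adjusted p = 0.0050 from limma). With LEF1 and KMT5A, 6 of 8 measured genes were lower and 2 were higher, in a list chosen by the study on these arrays.
Of 57 epithelial genes, 24 were higher and 6 lower at an adjusted p under 0.05 from limma (24 and 8 when adjusted over the list alone). The median log2 fold change was 0.17 and the adjusted p from camera 1.86e-04. With an estimated correlation, which was 0.0123 and so near the preset 0.01, the adjusted p from camera was 0.117. Among them the receptor ERBB3 (1.31) and the keratin KRT19 (0.69) rose, and the desmosomal protein PERP (-1.16) and the transcription factor ELF3 (-0.66) fell. Of 50 mesenchymal genes, 14 were lower and 11 higher (14 and 12 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.379 with the preset and adjusted p = 0.565 with an estimated correlation). The matrix genes TGFBI (-1.68) and COL6A3 (-1.28) and the transcription factor ZEB2 (-0.99) fell, and COL3A1 rose. Of 45 genes of the cadherin superfamily, 3 were lower and 8 higher, also when adjusted over the list alone (camera adjusted p = 0.140 with the preset and adjusted p = 0.379 with an estimated correlation). PCDH7 had a log2 fold change of 1.33 and FAT3 of 1.13, and CDH18 of -0.70. Of 33 stemness genes, 5 were lower and 10 higher (5 and 11 when adjusted over the list alone, camera adjusted p = 0.318 with the preset and adjusted p = 0.379 with an estimated correlation), among them the intermediate filament gene NES (-1.87). With the mean of all probe sets, CALD1 had a log2 fold change of -0.16 (adjusted p = 0.0724 from limma). Without the _s_at and _x_at probe sets PERP had one of -0.32 (adjusted p = 0.0997 from limma), on a probe set near background with a mean of 5.63. Among further probe sets, TUBB had a value of -1.26 on the dimmest of 3 and PCDH7 of -0.79 on its second brightest. CALD1 rose on dimmer probe sets with means of 6.69 and 6.02 (0.51 and 0.49, adjusted p = 0.0019 and 0.0061 from limma over all probe sets). It fell on others, such as by 0.71 and by 1.03. With the mean of all probe sets the log2 fold change was over 1.5 times smaller for LIFR (-1.03), FAM83H (0.67), PCDH7 (0.56), IL1R1 (-0.52), ERBB3 (0.48), PERP (-0.47), KRT19 (0.37) and ZEB2 (-0.22).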

Among the genes regulated by HMGA1, we found different genes known to be involved in processes related to the EMT and the formation of stem cells, including CD24, FAM83H, IL1R1, SERPINE1, CALD1, TUBB, LIFR, LEF1 and SET8. Interestingly, LEF1 and SET8 are regulatory elements of the Wnt/beta-catenin pathway that cooperate in a complex with beta-catenin and function as coactivators to sustain the EMT and stem properties [39]. We confirmed the down-regulation of LEF1 and SET8 mRNA using qRT-PCR. Beta-catenin mRNA levels did not change (Fig. 5G). However, we observed protein relocalisation (Fig. 2D), indicating that HMGA1 cooperates with the Wnt/beta-catenin signalling pathway to sustain the EMT and stemness.

## DISCUSSION

This study aimed to deepen our understanding of the role of HMGA1 in breast cancer metastasis.

We demonstrated that HMGA1 plays a pivotal role in regulating invasive processes and determining poor prognostic outcomes in breast cancer by sustaining the mesenchymal phenotype and stemness. In fact, silencing HMGA1 in highly metastatic breast cancer cell lines impaired mesenchymal fibroblastoid features. Cells undergo a phenotypic reversion, reacquiring a more differentiated, polarised epithelial phenotype, which is attributable to EMT regression. During the EMT, cells lose cell-cell contacts and gain an increased ability to migrate from the primary tumour and invade surrounding tissues [24]. We clearly demonstrated that breast cancer cell lines in which HMGA1 has been depleted behave as an organised epithelial sheet and that their migration and invasion ability are dramatically decreased both *in vitro* and *in vivo*, even if tumour growth is not impaired. Over the past few years, close crosstalk between the EMT and stemness has emerged, which explains most of the steps in the invasion-metastasis cascade [7, 8]. Using bioinformatic analyses, we demonstrated that HMGA1 is overexpressed in the breast cancer subtypes that carry poor prognoses and tend to metastasise. Moreover, we demonstrated that breast cancer cells in which HMGA1 has been depleted lack self-renewal capability and lose the ability to form mammospheres in culture. Cancer stem cells are considered to be prime candidates for the initiation of relapse and the most important features of macrometastasis formation [6]. The results of the present study suggest a novel mechanism by which HMGA1 controls the progression of tumour cells to an aggressive and invasive phenotype: aberrant expression of HMGA1 in tumour cells promotes metastasis by inducing EMT- and stemness-related processes, which in turn may enhance the ability of breast cancer cells to migrate and grow at secondary sites.

Our study may also have clinically relevant predictive implications. Several reports have provided strong evidence that breast cancer prognosis can be derived from the gene expression profile of the primary tumour. Notably, we found an HMGA1 gene-signature that significantly overlaps with different gene signatures that identify patients with poor prognosis and a high risk of distant metastases. Indeed, some of the genes in the HMGA1 signature (CENPF, CENPA, CCNE2, BUB1 and PSMD2) are also part of the 70-gene prognosis profile [40]. 

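CCNE2, a cyclin of the G1 to S transition, went from 10.34 ± 0.120 to 8.05 ± 0.300 (SD, n = 4 each) after HMGA1 silencing, a log2 fold change of -2.28 (standard error 0.128, adjusted p = 2.11e-07 from limma). PSMD2, a proteasome subunit, went from 12.38 ± 0.0564 to 10.76 ± 0.0474 (SD, n = 4 each), a log2 fold change of -1.62 (standard error 0.0569, adjusted p = 1.20e-08 from limma). The mitotic checkpoint kinase BUB1 had a log2 fold change of -0.76 (standard error 0.0658, adjusted p = 4.72e-06 from limma), and the centromeric histone CENPA of -0.54 (standard error 0.0679, adjusted p = 8.33e-05 from limma). With CENPF, all 5 genes were lower at an adjusted p under 0.05 from limma, and 2 of the 5, CCNE2 and PSMD2, were past both thresholds. With the mean of probe sets BUB1 had a log2 fold change of -0.43. The study chose these genes from its own signature, so their direction is not independent evidence.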

In line with our results relative to HMGA1 expression in primary tumour specimens from breast cancer patients, we demonstrated that the HMGA1 gene signature is correlated with the more aggressive and undifferentiated basal-like subtype, with high relapse rates and poor patient survival. Moreover, these gene signatures could potentially be used to select a group of patients at a specific state of the disease, facilitating the selection of treatments [40, 41]. Intriguingly, our data indicate that the HMGA1 gene signature is a strong independent factor in the prediction of disease outcome. In particular, it is associated with poorer clinical outcomes that are related to a short time to distant metastasis.

Our microarray analyses indicate that HMGA1 may directly regulate the expression of a number of genes that are biomarkers for prognosis, relapse and metastasis (Fig. 5H). Consistent with this conclusion, we demonstrated that 5 of the 7 genes tested were directly involved in promoting breast cancer cell migration. These genes are implicated in microtubule dynamics and, among them, GTSE1 has emerged as a microtubule-associated protein that is correlated with tumour metastasis in breast cancer. GTSE1 promotes migration via focal adhesion turnover [42], suggesting a possible role for HMGA1 in controlling migration through the regulation of microtubule pathways. In the present study, we found a significant overlap of our gene signature with the recently defined Pin1/mutant p53 gene signature [37, 43]. In agreement with previous findings indicating that DEPDC1, a direct downstream target of the mutant p53 pathway, is relevant to migration and invasion, we found a direct link between HMGA1 and DEPDC1. Both genes regulate migration, suggesting that HMGA1 may cooperate with the mutant p53 pathway to modulate breast cancer aggressiveness. Furthermore, using the Molecular Signatures Database (MSigDB), we found significant overlap between the HMGA1 signature and the genes regulated by YB-1, a multitasking member of the cold-shock domain protein superfamily. YB-1 activates genes encoding EMT-associated proteins and promotes stem cell properties in breast cancer [44, 45]. The overlap between the YB-1 and HMGA1 gene signatures further illustrates the fact that HMGA1 is involved in breast cancer aggressiveness that is mediated by EMT and stem cell processes.

The results of the present study provide evidence that HMGA1 regulates the crucial processes of the EMT, stemness and sustained metastasis. One of the critical pathways that regulate stemness and the acquisition of EMT characteristics during tumourigenesis and metastasis is the Wnt/beta-catenin pathway [46, 47]. In particular, beta-catenin translocates from adhesion junctions to the nucleus to regulate genes that are involved in promoting stemness and the EMT. Surprisingly, HMGA1 depletion induces a dramatic relocalisation of beta-catenin to cell-cell contact points and likely modulates the expression of two beta-catenin coactivators, Lef1 and Setd8, that interact directly as mediators of Wnt signalling [39]. The Wnt and Notch pathways work together during carcinogenesis to induce self-renewal [47]. Moreover, the Notch pathway regulates the EMT in both physiological and pathological conditions [26]. Interestingly, HMGA1 silencing down-regulates Jag1 and its downstream effector Hes1, allowing crosstalk to occur between HMGA1 and the Wnt and Notch pathways. These findings collocate HMGA1 as a critical hub in the regulation of relevant pathways that promote the EMT and stemness in breast cancer.

The results of our study not only suggest that HMGA1 plays a critical role in breast cancer aggressiveness but also provide strong evidence for the action of HMGA1 in basal-like breast tumours. Therefore, the biological insights generated by this study may assist in the development of new therapeutic strategies for basal-like breast cancer subtypes that are associated with poor prognoses.

## MATERIAL AND METHODS

### Cell Culture and Transfection

MDA-MB-231 and MDA-MB-157 cells were grown in DMEM plus 10% tetracycline-free FBS, MDA-MB-468 cells in RPMI 1640 plus 10% tetracycline-free FBS. For transfection of siRNAs, all cell lines were transfected with 100 nM siRNAs with Lipofectamine™ RNAiMAX reagent (Invitrogen). For plasmid, transfection was performed with FuGENE (Roche). For the functional-rescue experiment, cells were first transfected with siRNAs and with plasmid 24 hours later.

### Design of Inducible ShRNA Cell Lines

MDA-MB-231 cells were transfected with the vector pcDNA6/TR™ (Invitrogen) Cells were selected for the presence of the plasmid in appropriate medium with 5 μg/ml Blasticidin (Sigma), and the surviving clones were chosen and amplified. A clone with a high expression of the Tet-repressor (called MDA-MB-231 Tet-R) was chosen. Three shRNAs were designed as previously described [48]; shCTRL was used as a negative control, and shA1_1 and shA1_3 were designed against 3'UTR and ORF of HMGA1, respectively. The oligonucleotides were cloned into the doxycycline-inducible vector pSUPERIOR.neo (OligoEngine). MDA-MB-231 Tet-R cells were transfected with these vectors and selected in the appropriate medium with 1 mg/ml G-418 (Sigma). The surviving clones were chosen and amplified. Two clones for each short hairpin, namely ShCTRL, ShA1_1 and ShA1_3 were selected, and all of the assays were performed in 1 ug/ml doxycycline (Sigma) to induce shRNA expression.

### Growth in 3D

Cells were seeded at 20,000 cells per well in 24-well plates precoated with Laminin-rich extracellular matrix, Matrigel, (BD Biosciences) as previously described [23]. Cells were grown for 11 days. The colonies were photographed with a digital Canon PowerShot A630 camera.

### Mammosphere culture

Mammosphere Assay was performed as previously described with modifications^25^. 5000 cells/well were seeded in 6-well ultra-low adhesion plates (Corning) in MEGM medium, containing 2% methylcellulose supplemented with 20 ng/ml EGF (Stem Cell Technologies), 10 ng/ml bFGF (Orfgenetics), and B27 (GIBCO). For secondary and tertiary sphere formation, primary and secondary spheres were dissociated by trypsinization and plated at 5000 cells/well.

### Migration and Invasion Assays

For wound healing assays, cells were cultured to 90% confluence on 35-mm plates. The cells were then scraped with a 200-μl tip, and wound closure was followed for 8 hours. Images of same area were taken for each plate. For transwell migration and invasion assays, 24-well PET inserts were used (8.0 mm pore size, Falcon) with matrigel-coated filters for invasion and 100,000 cells were seeded. Migrated cells were fixed in PFA 4% and stained with Crystal Violet 0.5% (Sigma).

### Cell Proliferation

Cells were seeded in 6-well plates to a final density of 100,000 cells per well. Proliferation was examined every 24 hours by cell counts.

### Growth in Semisolid Medium

The bottom layer was obtained by covering 6-well dishes with 3 ml of 0.6% agar in DMEM. 10,000 cells were seeded on top in 2 ml of 0.3% agar in DMEM. Colonies were grown for 3 weeks, then stained with 0.5 mg/ml MTT (Sigma) and counted.

### Protein Extraction and Western Blot Analysis

Cells were washed in chilled PBS and lysed using SDS sample buffer. Western blot analyses were performed according to standard procedures.

### Immunostaining

Cells were grown on glass slide and fixed with PFA 4%. After permeabilization with 0.3% Triton/PBS and saturation in 0.5% BSA/PBS, cells were incubated for 1 hour at RT with primary antibodies diluted in 0.5% BSA/PBS. Secondary antibodies were applied for 1 hr at RT, and the cells then were stained with Hoechst. For F-Actin staining, Phalloidin-conjugated Alexa Fluor 488 (Invitrogen) was used for 1 hour at RT at a concentration of 1:40 in PBS. The images were visualized by a Nikon Eclipse e800 microscope and acquired by Nikon ACT-1 software.

### Gene Expression Analysis

Total RNA was extracted using Trizol reagent (Invitrogen) subjected to DNase-I (Invitrogen) treatment and subsequently column-purified with RNeasy kits (QIAGEN). For microarray analysis, four biological mRNA replicates for each group (siCTRL or siA1_3) were hybridized on Affymetrix GeneChip Human Genome U133A 2.0 array. For quantitative RT-PCR, mRNA was transcribed using Superscript II (Invitrogen). Quantitative PCR was performed using SYBR Green PCR master mix (Applied Biosystems) and 7500 Real-Time PCR System (Applied Biosystems).

### Cellular Transduction

For *in vivo* metastasis assays, MDA-MB-231 cells were co-transduced with a lentiviral vector coding for the Firefly Luciferase reporter gene. The vector was produced in 293T cells by transient co-transfection of the transfer (pHR'tripCMV-luc2-IRES-tNGFR-SIN), envelope (hCMV-G) and packaging plasmids (p8.74) as previously described [49]. Cells were cultured and expanded.

### Mouse Strain and Animal Care

We used SCID female mice (Charles River Laboratories, Lecco, Italy) aged 7 weeks for *in vivo* studies. Mice were administered drinking water supplemented with 4% sucrose plus 2 mg/ml Doxycycline to induce shRNA expression (shCTRL and shA1_1). Doxycycline-supplemented water was changed every 2 days. Procedures involving animals and their care were in conformity with the institutional guidelines (D.L. 116/92 and subsequent complementing circulars), and all experimental protocols were approved by the Ethical Committee of the University of Padua (CEASA).

### *In vivo* Experiments

For the intravenous injection, 100,000 cells were resuspended in 200 μl of DMEM for each mouse, whereas for the fat pad injection, 1 million of cells were resuspended in 100 μl of DMEM. We performed *in vivo* imaging at 20 and 26 days after i.v. injection or at 14, 21, 28, 34 and 40 days after fat pad injection. Anesthetized animals (1-3% isoflurane, Merial Italia S.p.A, Italy) were given the substrate D-Luciferin (Biosynth AG, Switzerland) by intraperitoneal injection at 150 mg/kg in PBS (Sigma). Imaging times ranged from 15 seconds to 5 minutes, depending on the tumor model and time point. The light emitted from the bioluminescent tumors or metastasis was detected using a cooled charge-coupled device camera mounted on a light-tight specimen box (IVIS Lumina II Imaging System; Caliper Life Sciences, Alameda, CA). Regions of interest from the displayed images were identified around the tumor sites or metastasis regions, such as the lymph node and lungs, and quantified as total photon counts (photon/s) using Living Image® software (Xenogen). In some experiments, the lower portion of each animal was shielded before reimaging to minimize the bioluminescence from the primary tumor to ensure that the signals from the metastatic regions could be observed *in vivo*. For *ex vivo* imaging, 150 mg/kg of D-Luciferin was injected into the mice just before necropsy. The lungs were excised and imaged for 5 minutes.

### Low-Level Analysis

For microarray analysis, three biological mRNA replicates for each group (siHMGA1 or siControl) were hybridized on Affymetrix hgu133plus2 chips. Cell intensity values were computed using the Affymetrix Expression Console. Further data processing was performed in the R Computing Environment version 2.14 (http://www.r-project.org/) with BioConductor packages (http://www.bioconductor.org/). Robust Multi-Array Average (RMA) normalization was applied [50]. Statistical analysis for differentially expressed genes was performed with limma [51]. P-values were adjusted for multiple testing using the Benjamini and Hochberg's method to control the false discovery rate [52]. Genes with adjusted p-values below 10^−4^ and fold change greater than 2.6 (log 1.4) or lower than −2.6 (−log 1.4) were considered differentially expressed. Gene annotation was obtained from R-Bioconductor metadata packages, and the probesets were converted in Entrez Gene Id and Symbol Id.

### Cluster Analysis

Starting from the normalized annotated expression matrix after gene median centering, features that had standard deviation of less than 0.3 were filtered out. Unsupervised hierarchical cluster analysis (average-linkage method) was performed using Cluster software (EisenLab). Cluster results were then visualized using Java TreeView.

### Functional Analysis

Differentially expressed gene lists obtained from low-level procedures were analyzed for functional associations.

- Data were analyzed through DAVID Bioinformatics Resources v6.7 [53, 54] using the suggested standard parameters.
- Data were analyzed through Ingenuity Pathway Analysis (IPA) software. Core analysis was performed, and the top associated networks table was reported.
- Data were analyzed through the Oncomine Pro web tool using suggested standard parameters. Custom concept analysis was performed, and the “Summary view” (adapted) was reported.

### Breast Cancer Data and Survival Analysis

Several published gene expression datasets (breast cancer meta-dataset) were considered and compared with our HMGA1 dataset. The raw data were retrieved from the gene expression omnibus (GEO) public gene expression database (GSE1456, GSE4922, GSE5327, GSE6532, GSE7390, GSE11121, GSE12093, GSE2603, GSE16446, GSE19615, GSE20685, GSE21653). Data were normalized in R/Bioconductor environment using the RMA normalization method (affy package), creating a breast cancer meta-dataset.

Gene annotation was obtained from brainarray custom CDF metadata packages, and the probesets were converted to Entrez Gene Id and Symbol Id.

Each dataset was analyzed separately to avoid platform and signal merging problems, and only the results were combined together.

To evaluate the correspondence between the HMGA1 expression levels and breast cancer clinical data, we utilized the gene expression-based Outcome for Breast Cancer web tool (GOBO) [55]. To verify the correlation of the HMGA1-gene signature and breast cancer clinical data, a Mantel-Haenszel test was applied to the normalized meta-dataset (survival R package), and the Kaplan–Meier survival curve of time to distant metastasis (TDM) of breast cancer patients classified according to the expression of HMGA1 signature was obtained.

With the same meta-dataset, we searched for the distribution of the gene expression intensities of HMGA1 signature across different breast cancer subtypes (stats R package) and the correlation between HMGA1 expression and the HMGA1 signature expression levels.

### Statistical Analysis

Data were analyzed by a two-tailed Student's t test, and results were considered significant at a p-value < 0.05. The results are presented as the mean and standard deviation (±SD).

### ACCESSION NUMBERS

The accession number in the Gene Expression Omnibus public database for the MDA-MB-231 expression array experiment is GSE35525.

## Supplementary file

# Supplementary material for: HMGA1 promotes metastatic processes in basal-like breast cancer regulating EMT and stemness
**Source:** Oncotarget. 2013 Jul 9;4(8):1293–308. doi: 10.18632/oncotarget.1136
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES

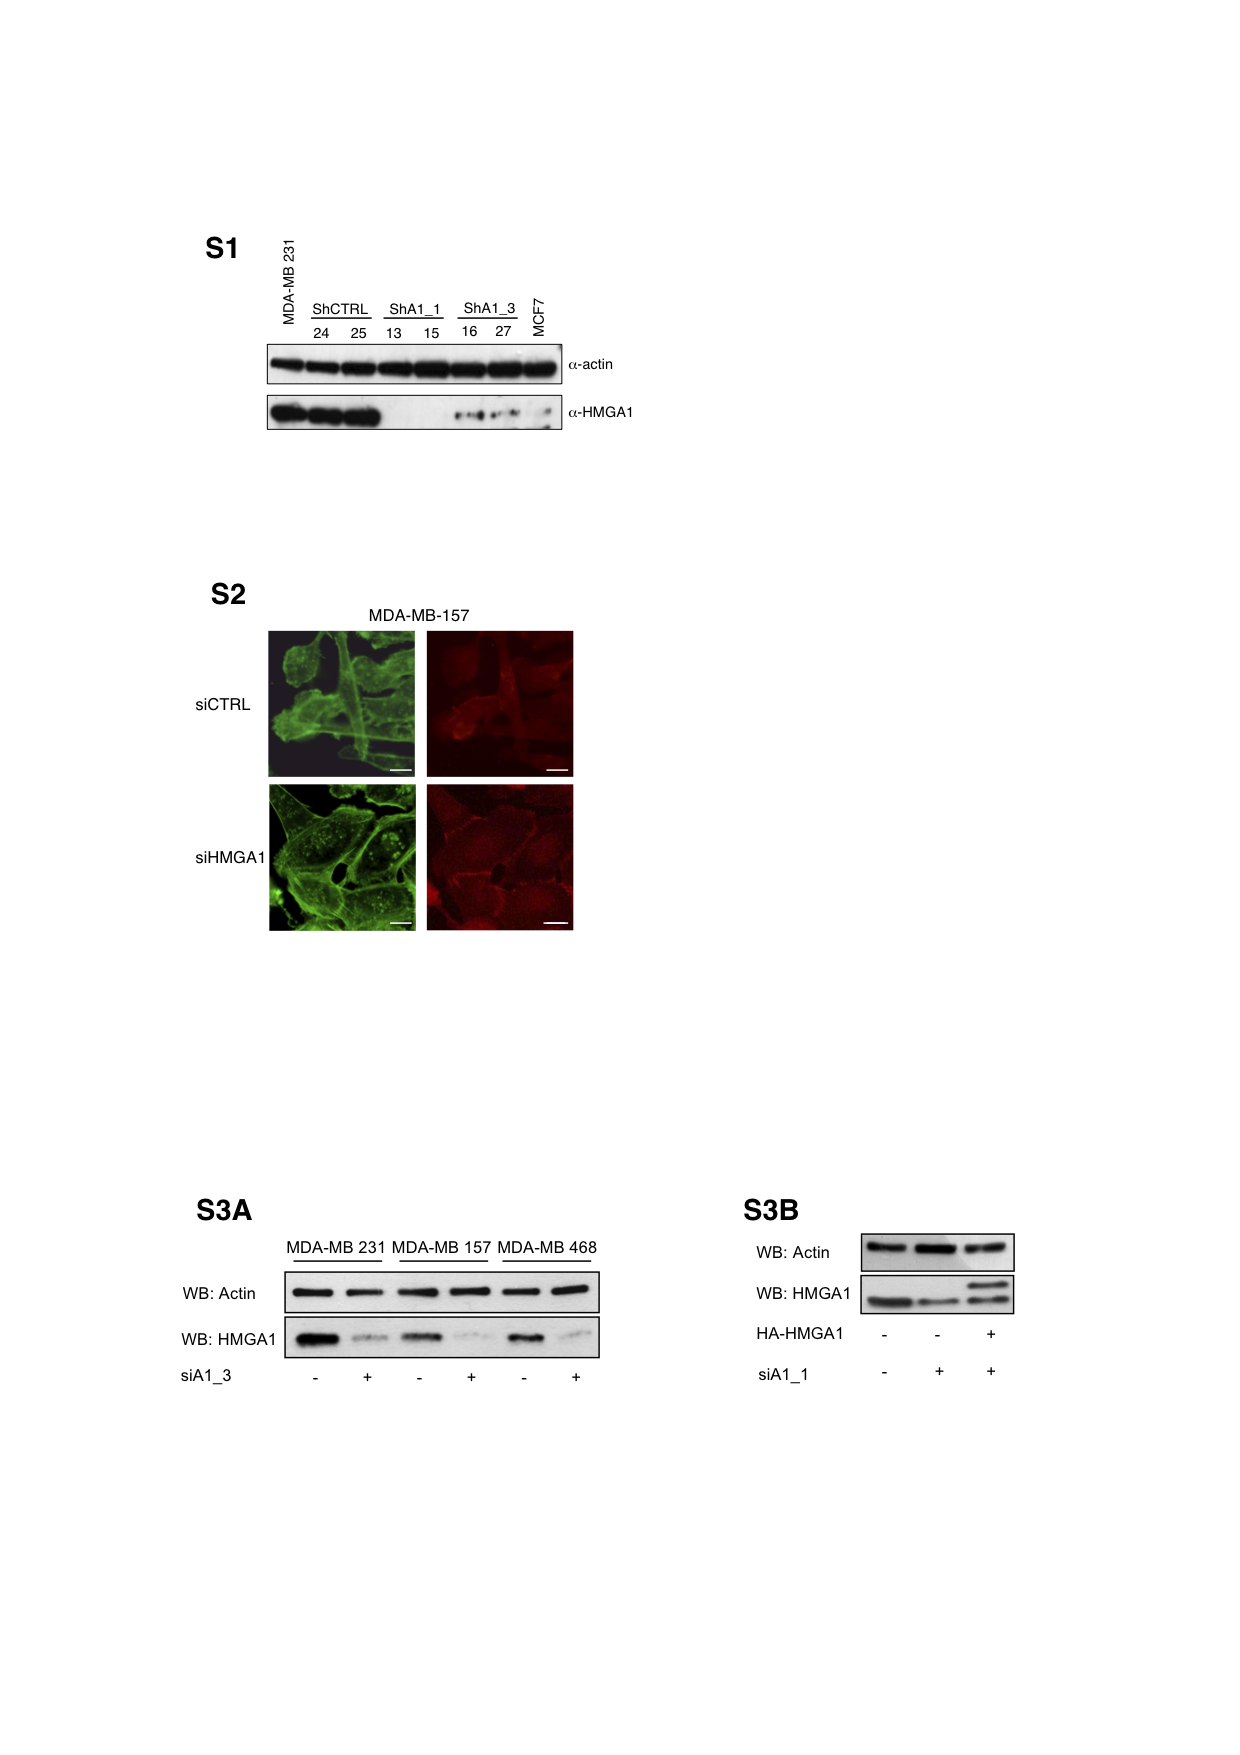

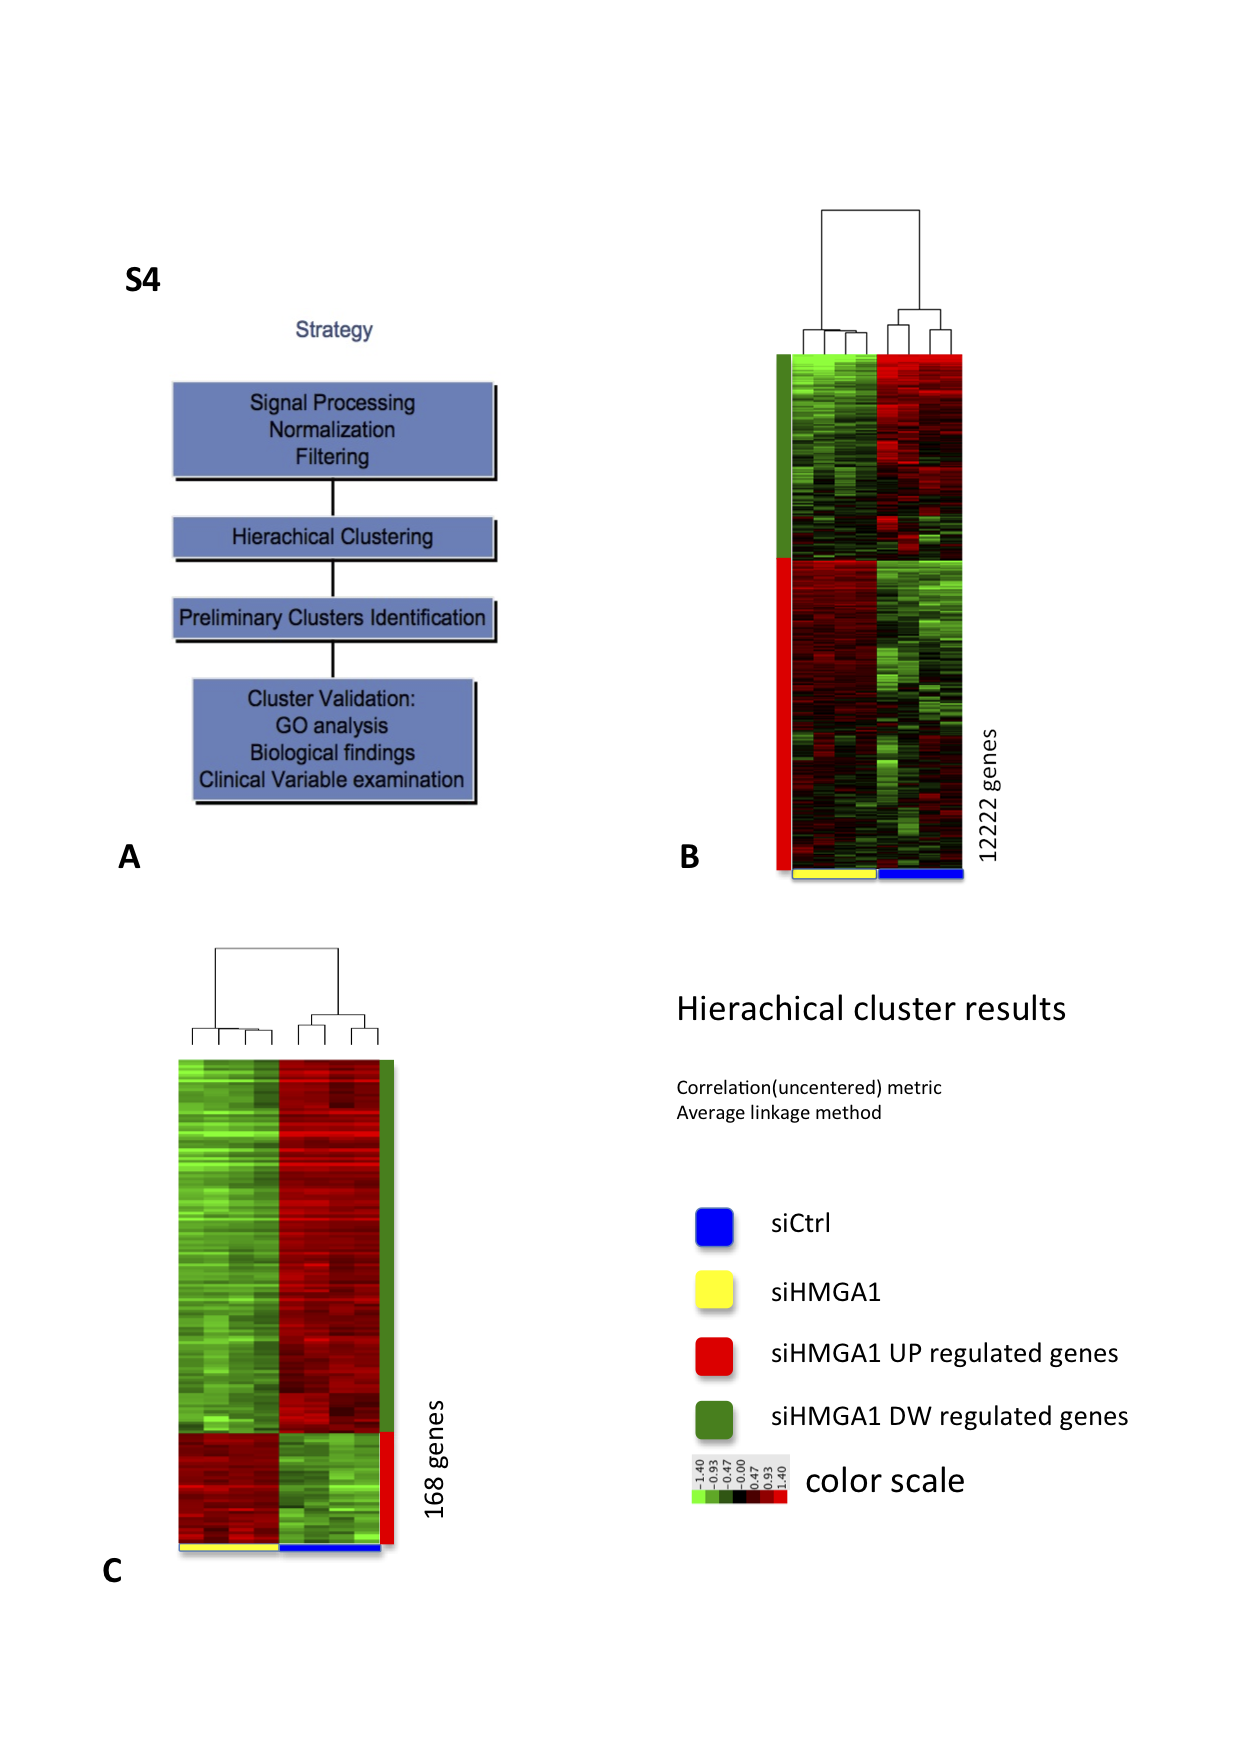

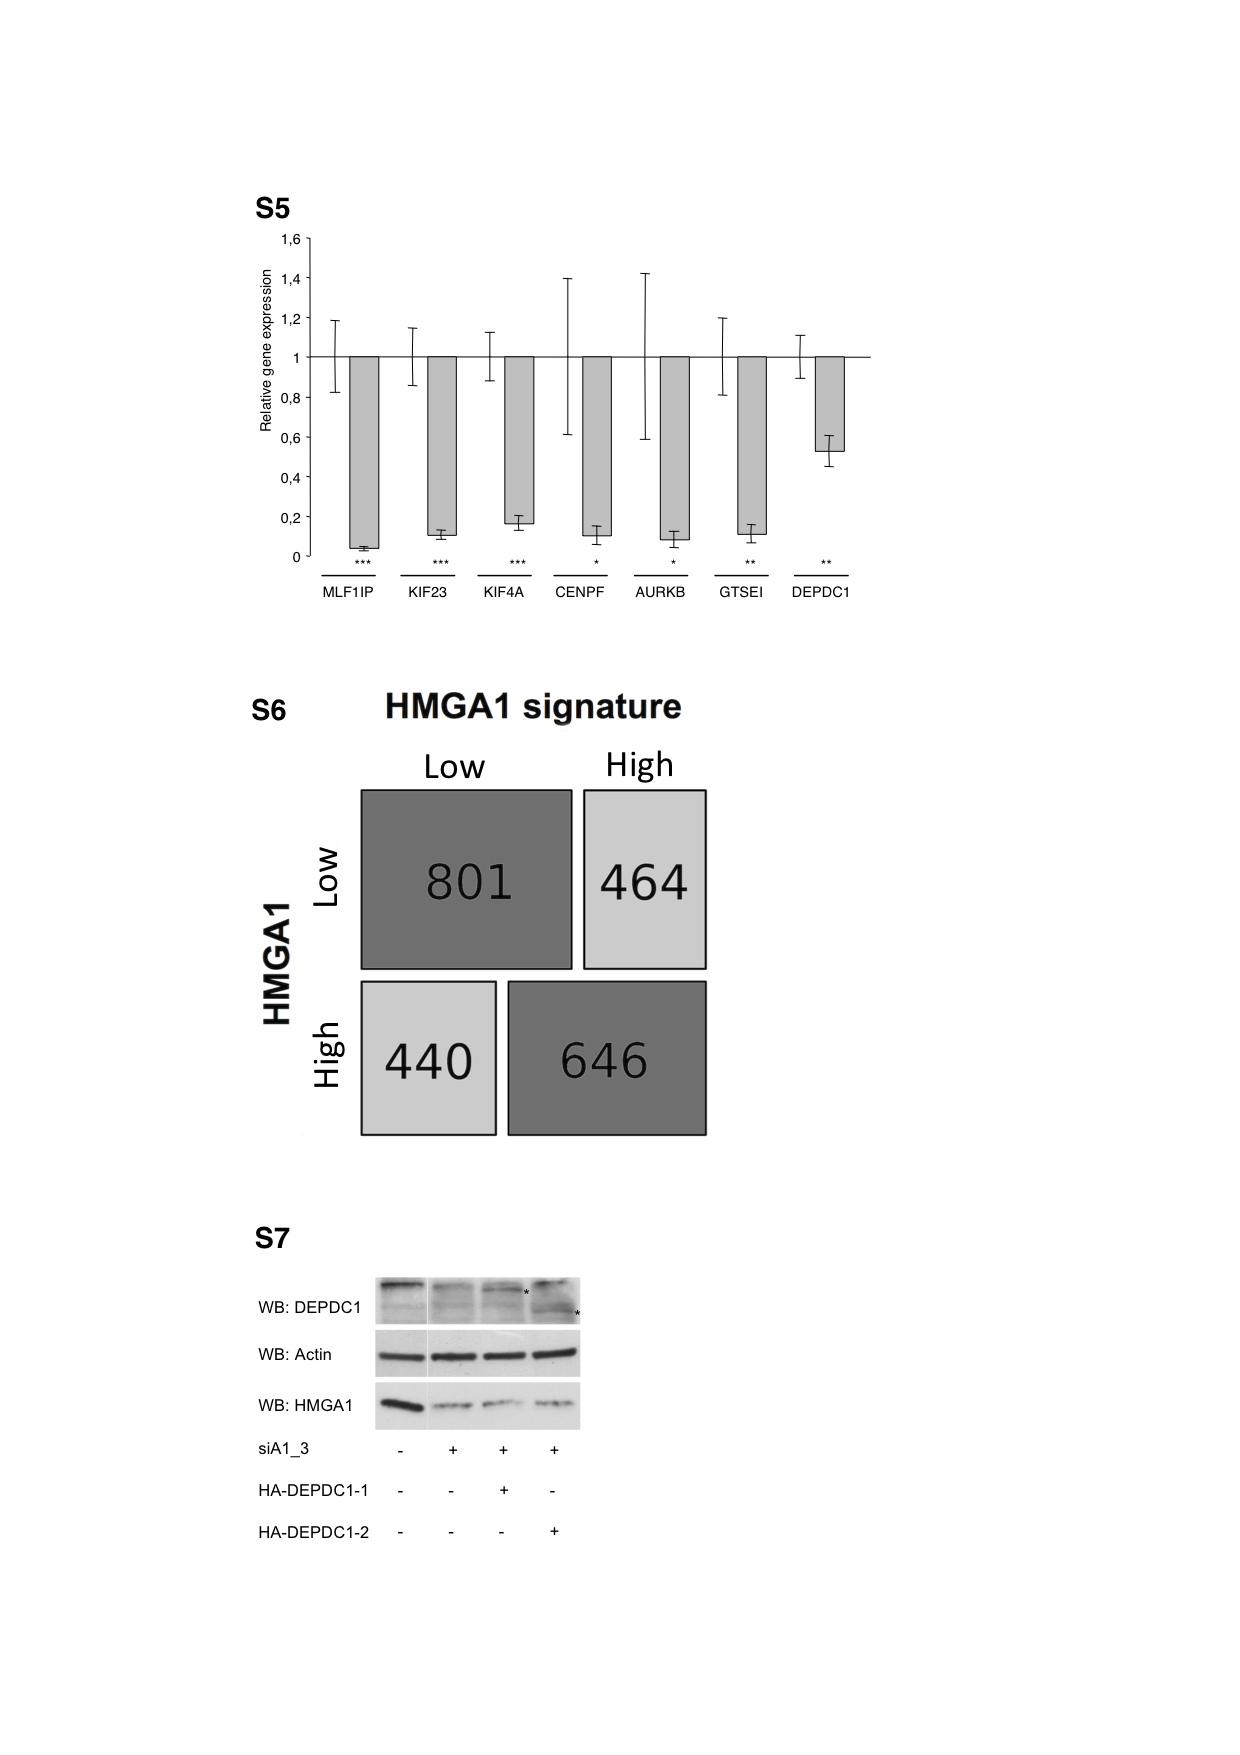

SUPPLEMENTARY FIGURE LEGENDS

Figure S1. HMGA1 depletion in inducible clones after doxyxycline addition. Western blot analysis of HMGA1 levels for different clones of the MDA-MB-231 inducible ShRNA cell lines after doxycycline addition. After induction of the shRNAs, the HMGA1 protein levels were comparable to those of the non-invasive and more differentiated MCF7 breast cancer cell line. The expression of the negative control shRNA (shCTRL) did not affect the HMGA1 protein levels compared with MDA-MB-231 wild-type cells.

Figure S2. HMGA1 depletion in the MDA-MB-157 breast cancer cells. Representative images of the MDA-MB-157 cells transfected with control (siCTRL) or HMGA1 (siHMGA1) siRNA and stained for F-actin (green) and beta-catenin (red). Scale bar represents 10 m.

Figure S3. Western blot analysis. A, Western blot analysis of the HMGA1 levels after transfection of the MDA-MB-231, MDA-MB-157 and MDA-MB-468 cells with control (-) or HMGA1 (siA1_3) siRNA. Actin was used as an internal control. B, Western blot analysis of the endogenous and transfected (HA-HMGA1) HMGA1 levels in the MDA-MB-231 cells used in the scratch experiment. Actin was used as an internal control.

Figure S4. Microarray analysis of MDA-MB-231 breast cancer cell after HMGA1 depletion. Using the Affymetrix microarray technology, we characterized the gene expression profiles of human MDA-MB-231 cell lines with HMGA1-depleted and control cells. Panel A shows a general schema of our approach, particularly the low level analysis and cluster discovery performed in the R/Bioconductor environment, cluster analysis performed using the Cluster3 (Eisein Lab) tool and cluster annotation performed using the DAVID/EASE analysis web tool. In panel B, the results of the cluster analysis for the global gene expression matrix in which only genes with no variation (standard deviation less than 0.15) were filtered out (tot). Significantly, we can observe the relevance of the impact of HMGA1 reduction on global gene expression. In panel C, the results of the cluster analysis for the genes obtained from differential genes analysis are displayed.

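The 8 arrays parted into the 4 siCTRL and the 4 siHMGA1 arrays at the top of the tree, with 0 arrays on the wrong side, by average-linkage clustering on the uncentred correlation of median-centred values. This held for the 8803 genes with a standard deviation of at least 0.15 over the 8 arrays, for the 1912 genes with at least 0.3, the filter of the methods, and for all 19777 genes. Between the groups, 6440 genes (32.6%) had all 4 siHMGA1 arrays on one side of all 4 siCTRL arrays, where chance gives 2.86%. At an adjusted p under 0.05 from limma, 30.5% of the genes changed in either direction. The median log2 fold change over all genes was 0.01. Housekeeping genes did not pass as a list, with 3 of 11 measured genes lower and 2 higher, also when adjusted over the list alone (camera adjusted p = 0.327 with the preset and adjusted p = 0.379 with an estimated correlation). GAPDH, an enzyme of glycolysis, had a log2 fold change of -0.05 (adjusted p = 0.691 from limma), while TBP, the TATA-binding protein, fell by 0.64 (adjusted p = 2.15e-05 from limma).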

Figure S5. Gene expression analysis after HMGA1 silencing in MDA-MB-231 cells. Downregulation of selected genes after HMGA1 silencing (gray bar) was measured by qRTPCR. Expression was normalized to the level in MDA-MB-231 cells transfected with siCTRL; GAPDH was used as an internal control. Data are presented as the mean  SD (n=3) (***p<0.001; **p<0.01; *p<0.05).

Figure S6. Correlation between HMGA1 and HMGA1-gene signature expression. We classified all of the breast cancer samples (from the public microarray datasets used in previous analyses) using the expressions of HMGA1 or corresponding signature obtained by our microarray experiments to evaluate their association. The mosaic plot shows the proportion of the four possible groups (High_HMGA1-High_HMGA1_signature, High_HMGA1-Low_HMGA1_signature, Low_HMGA1-High_HMGA1_signature, and High_HMGA1-Low_HMGA1_signature) along with the number of samples in each group. Statistical analysis (using the Pearson's Chi-squared test) showed a significant correlation (p< 2.2e-16).

Figure S7. Western blot analysis of HMGA1 levels and HA-DEPDC1 (see stars) in the MDA-MB-231 cells used in the scratch experiment. Actin was used as an internal control.

SUPPLEMENTARY TABLES

Table S1. Up-regulated genes after HMGA1-silencing

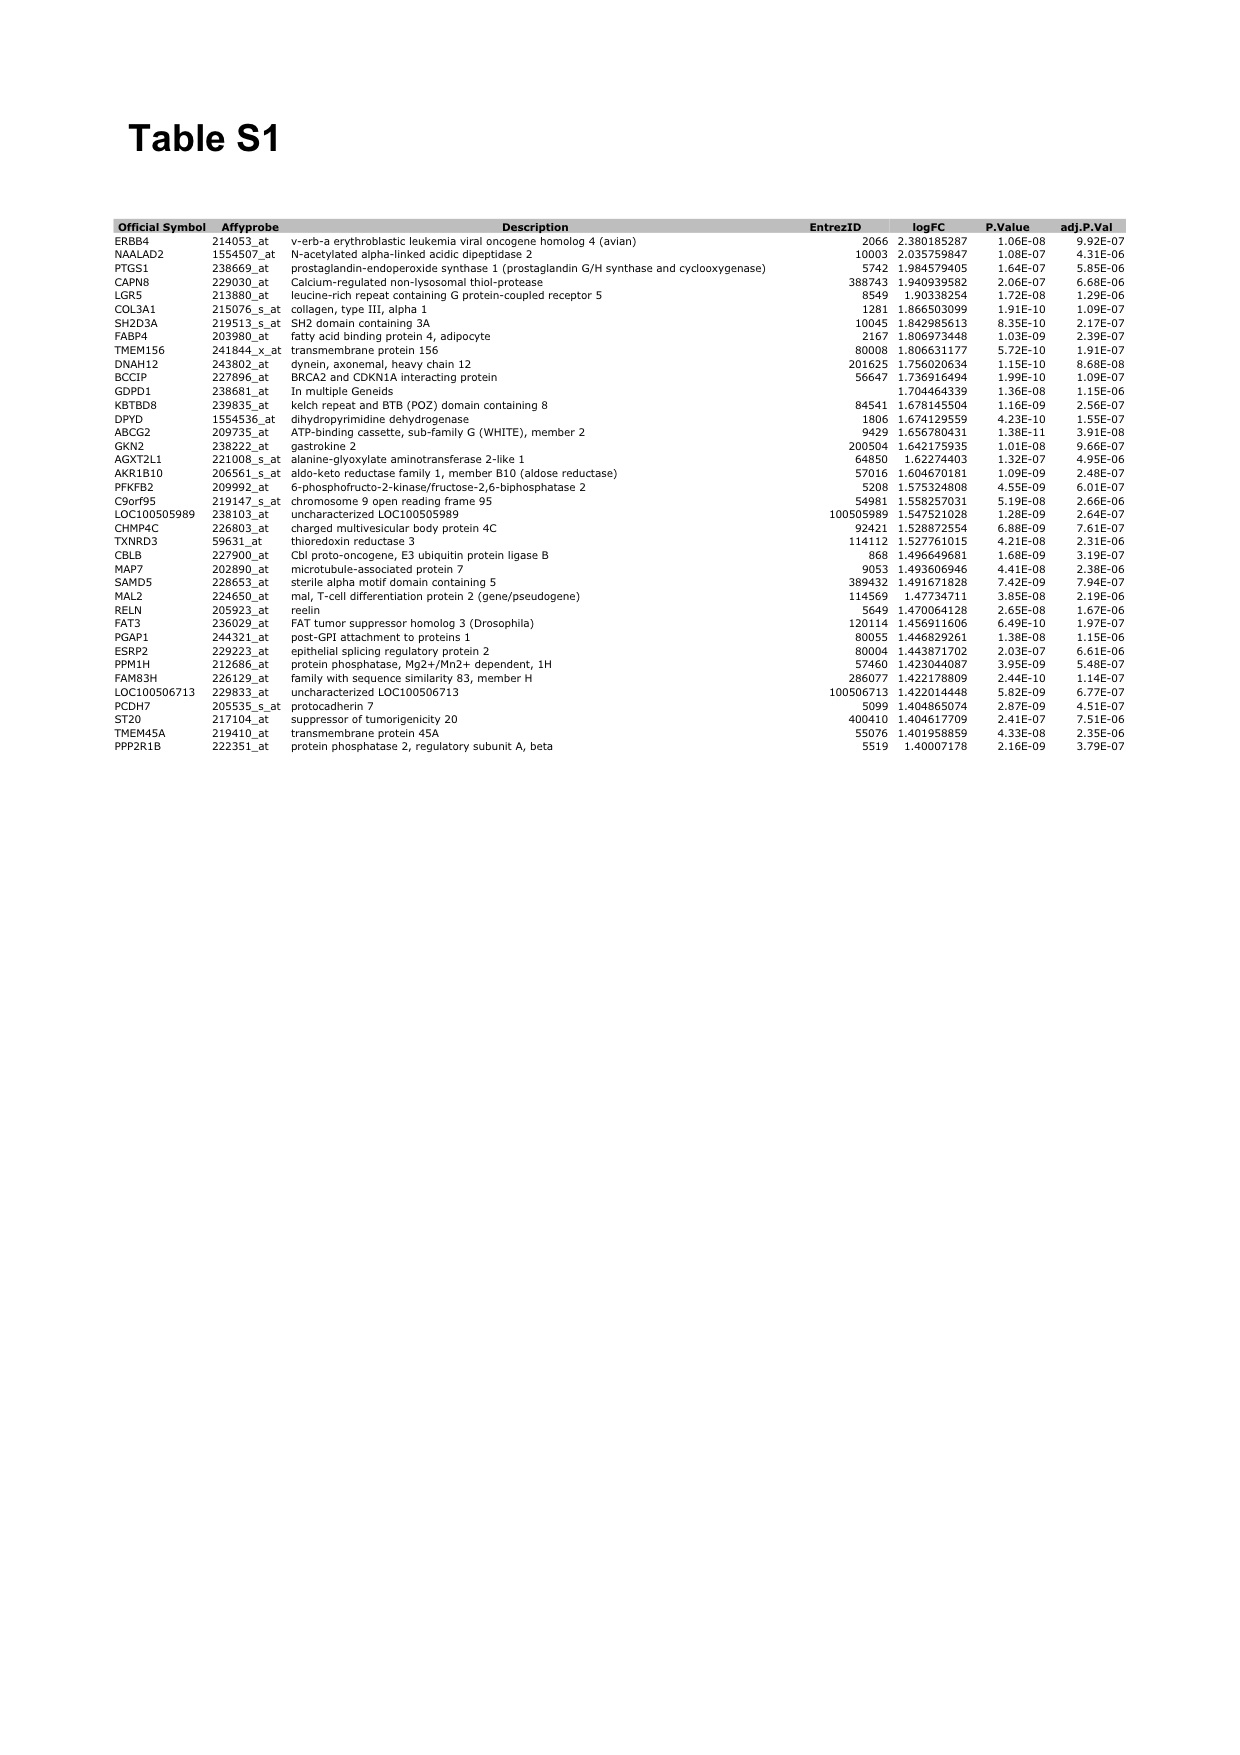

Table S2. Down-regulated genes after HMGA1-silencing

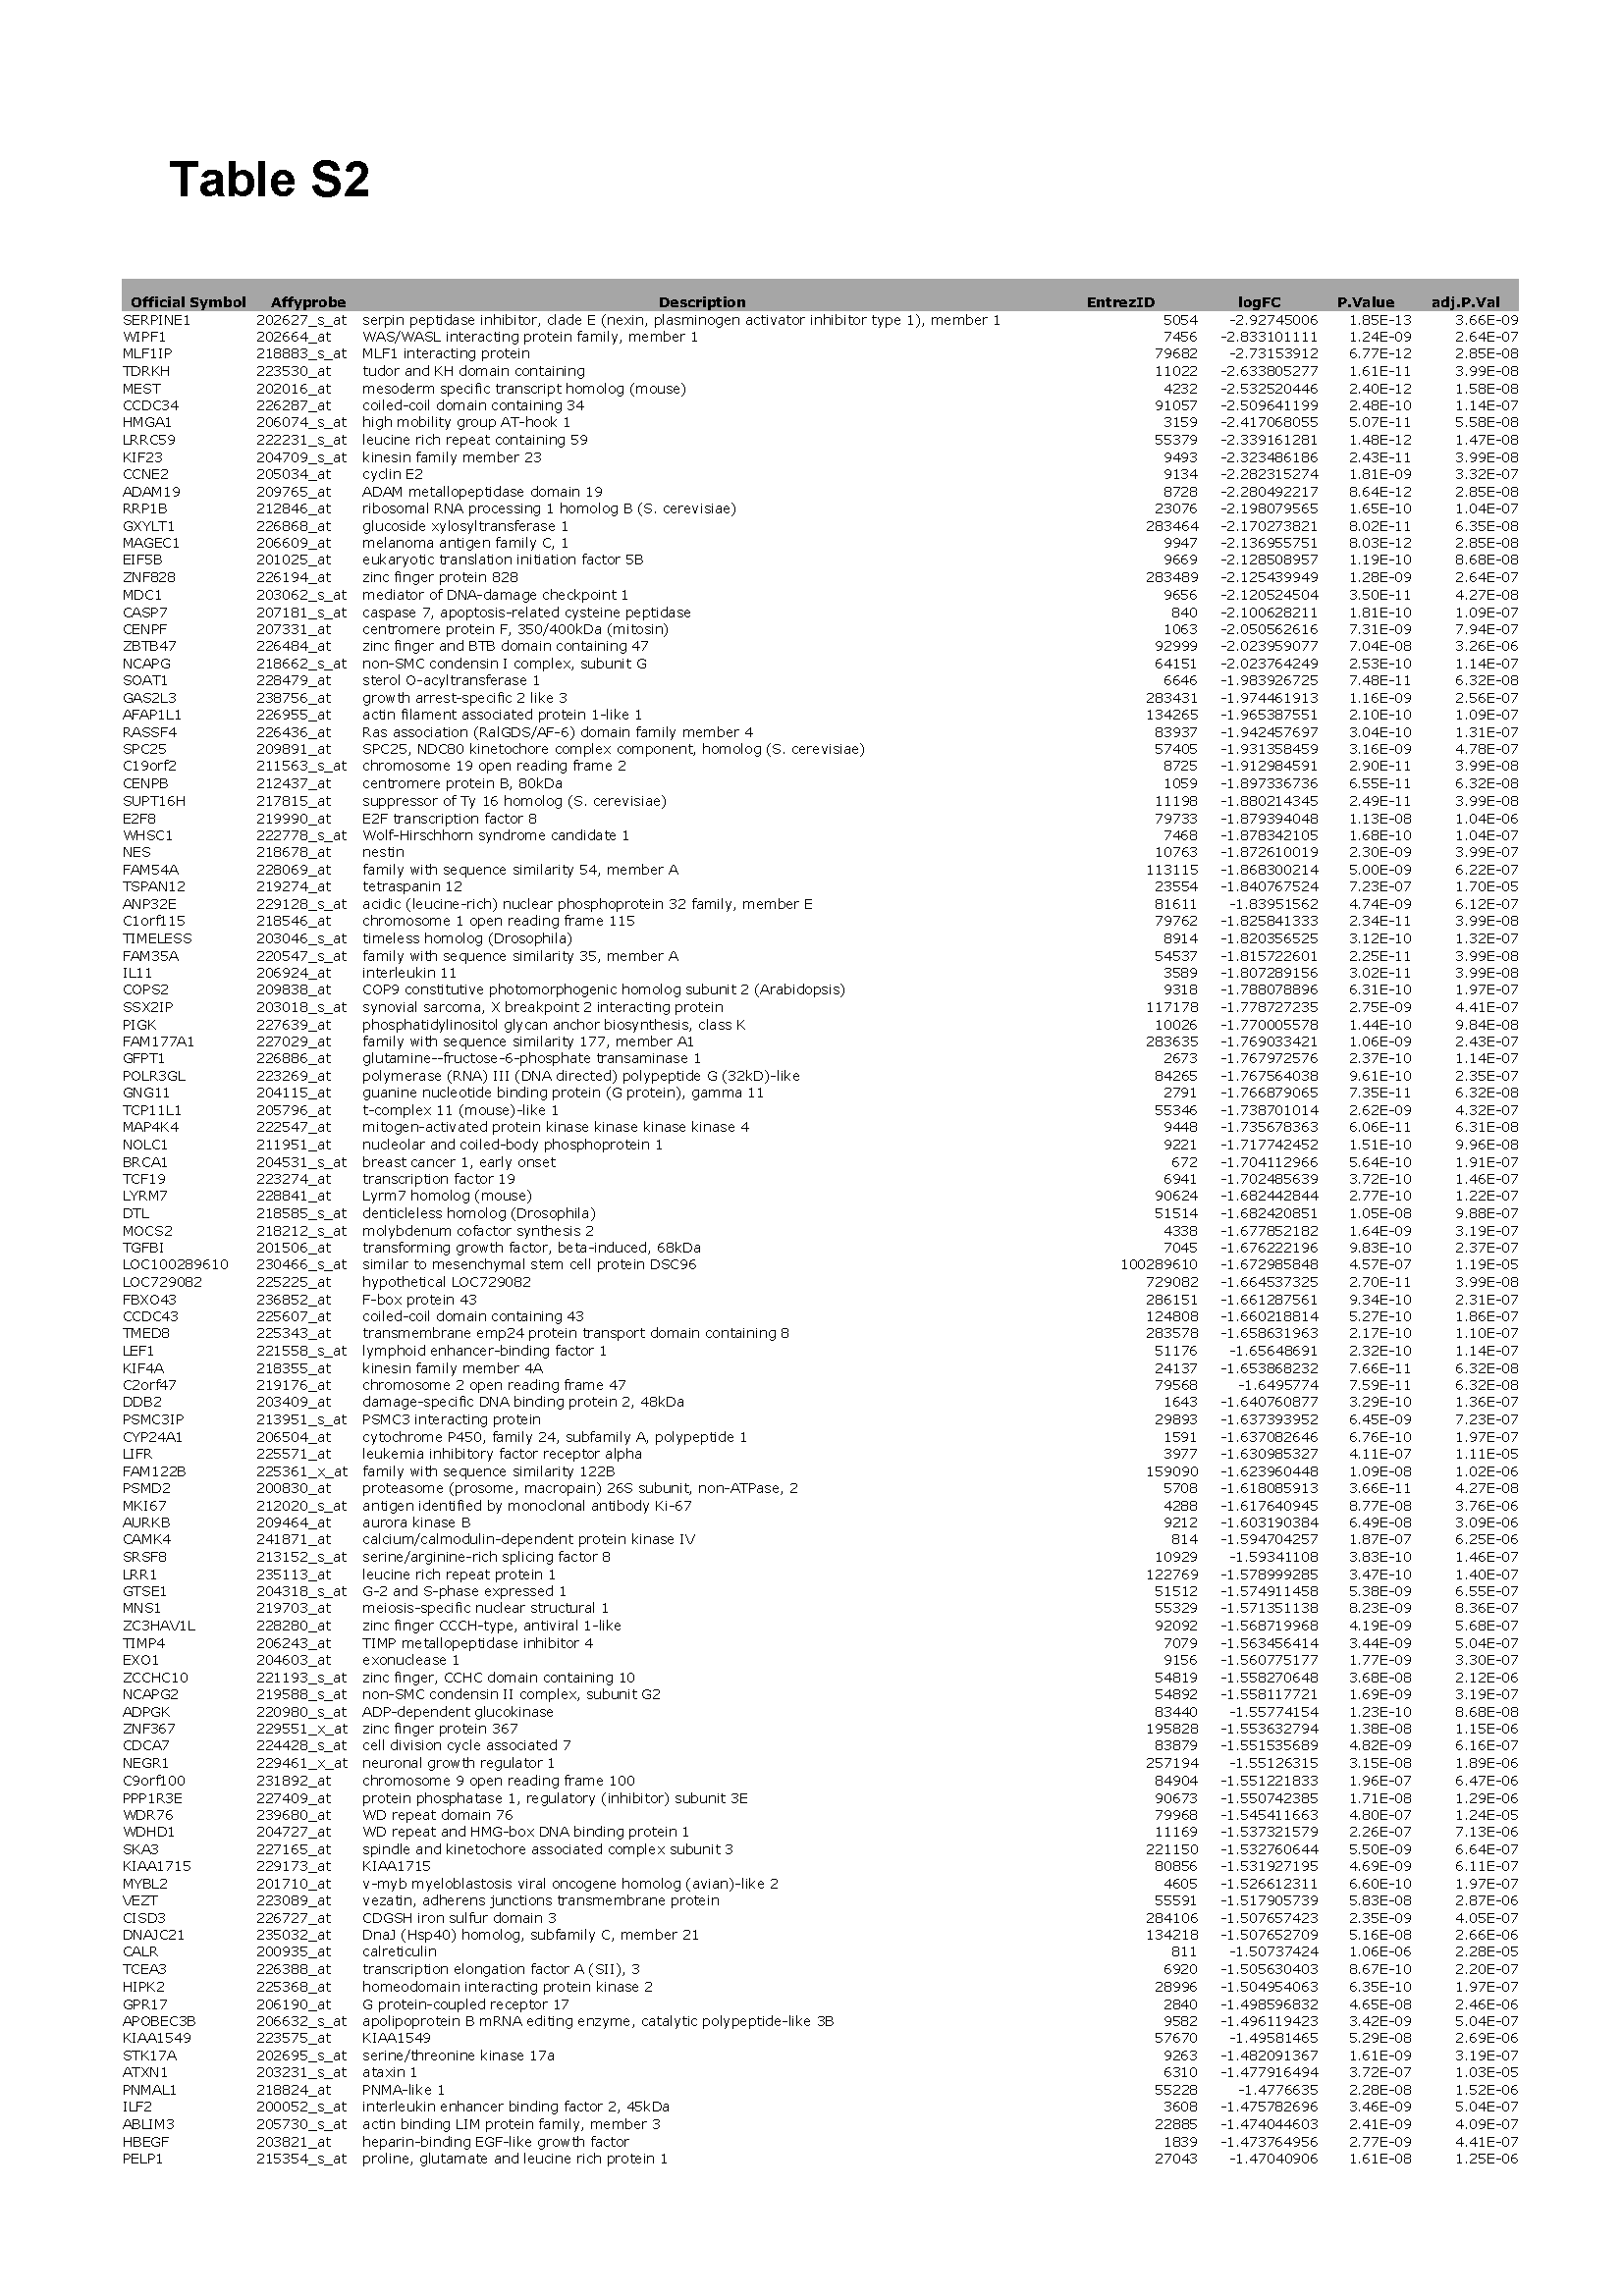

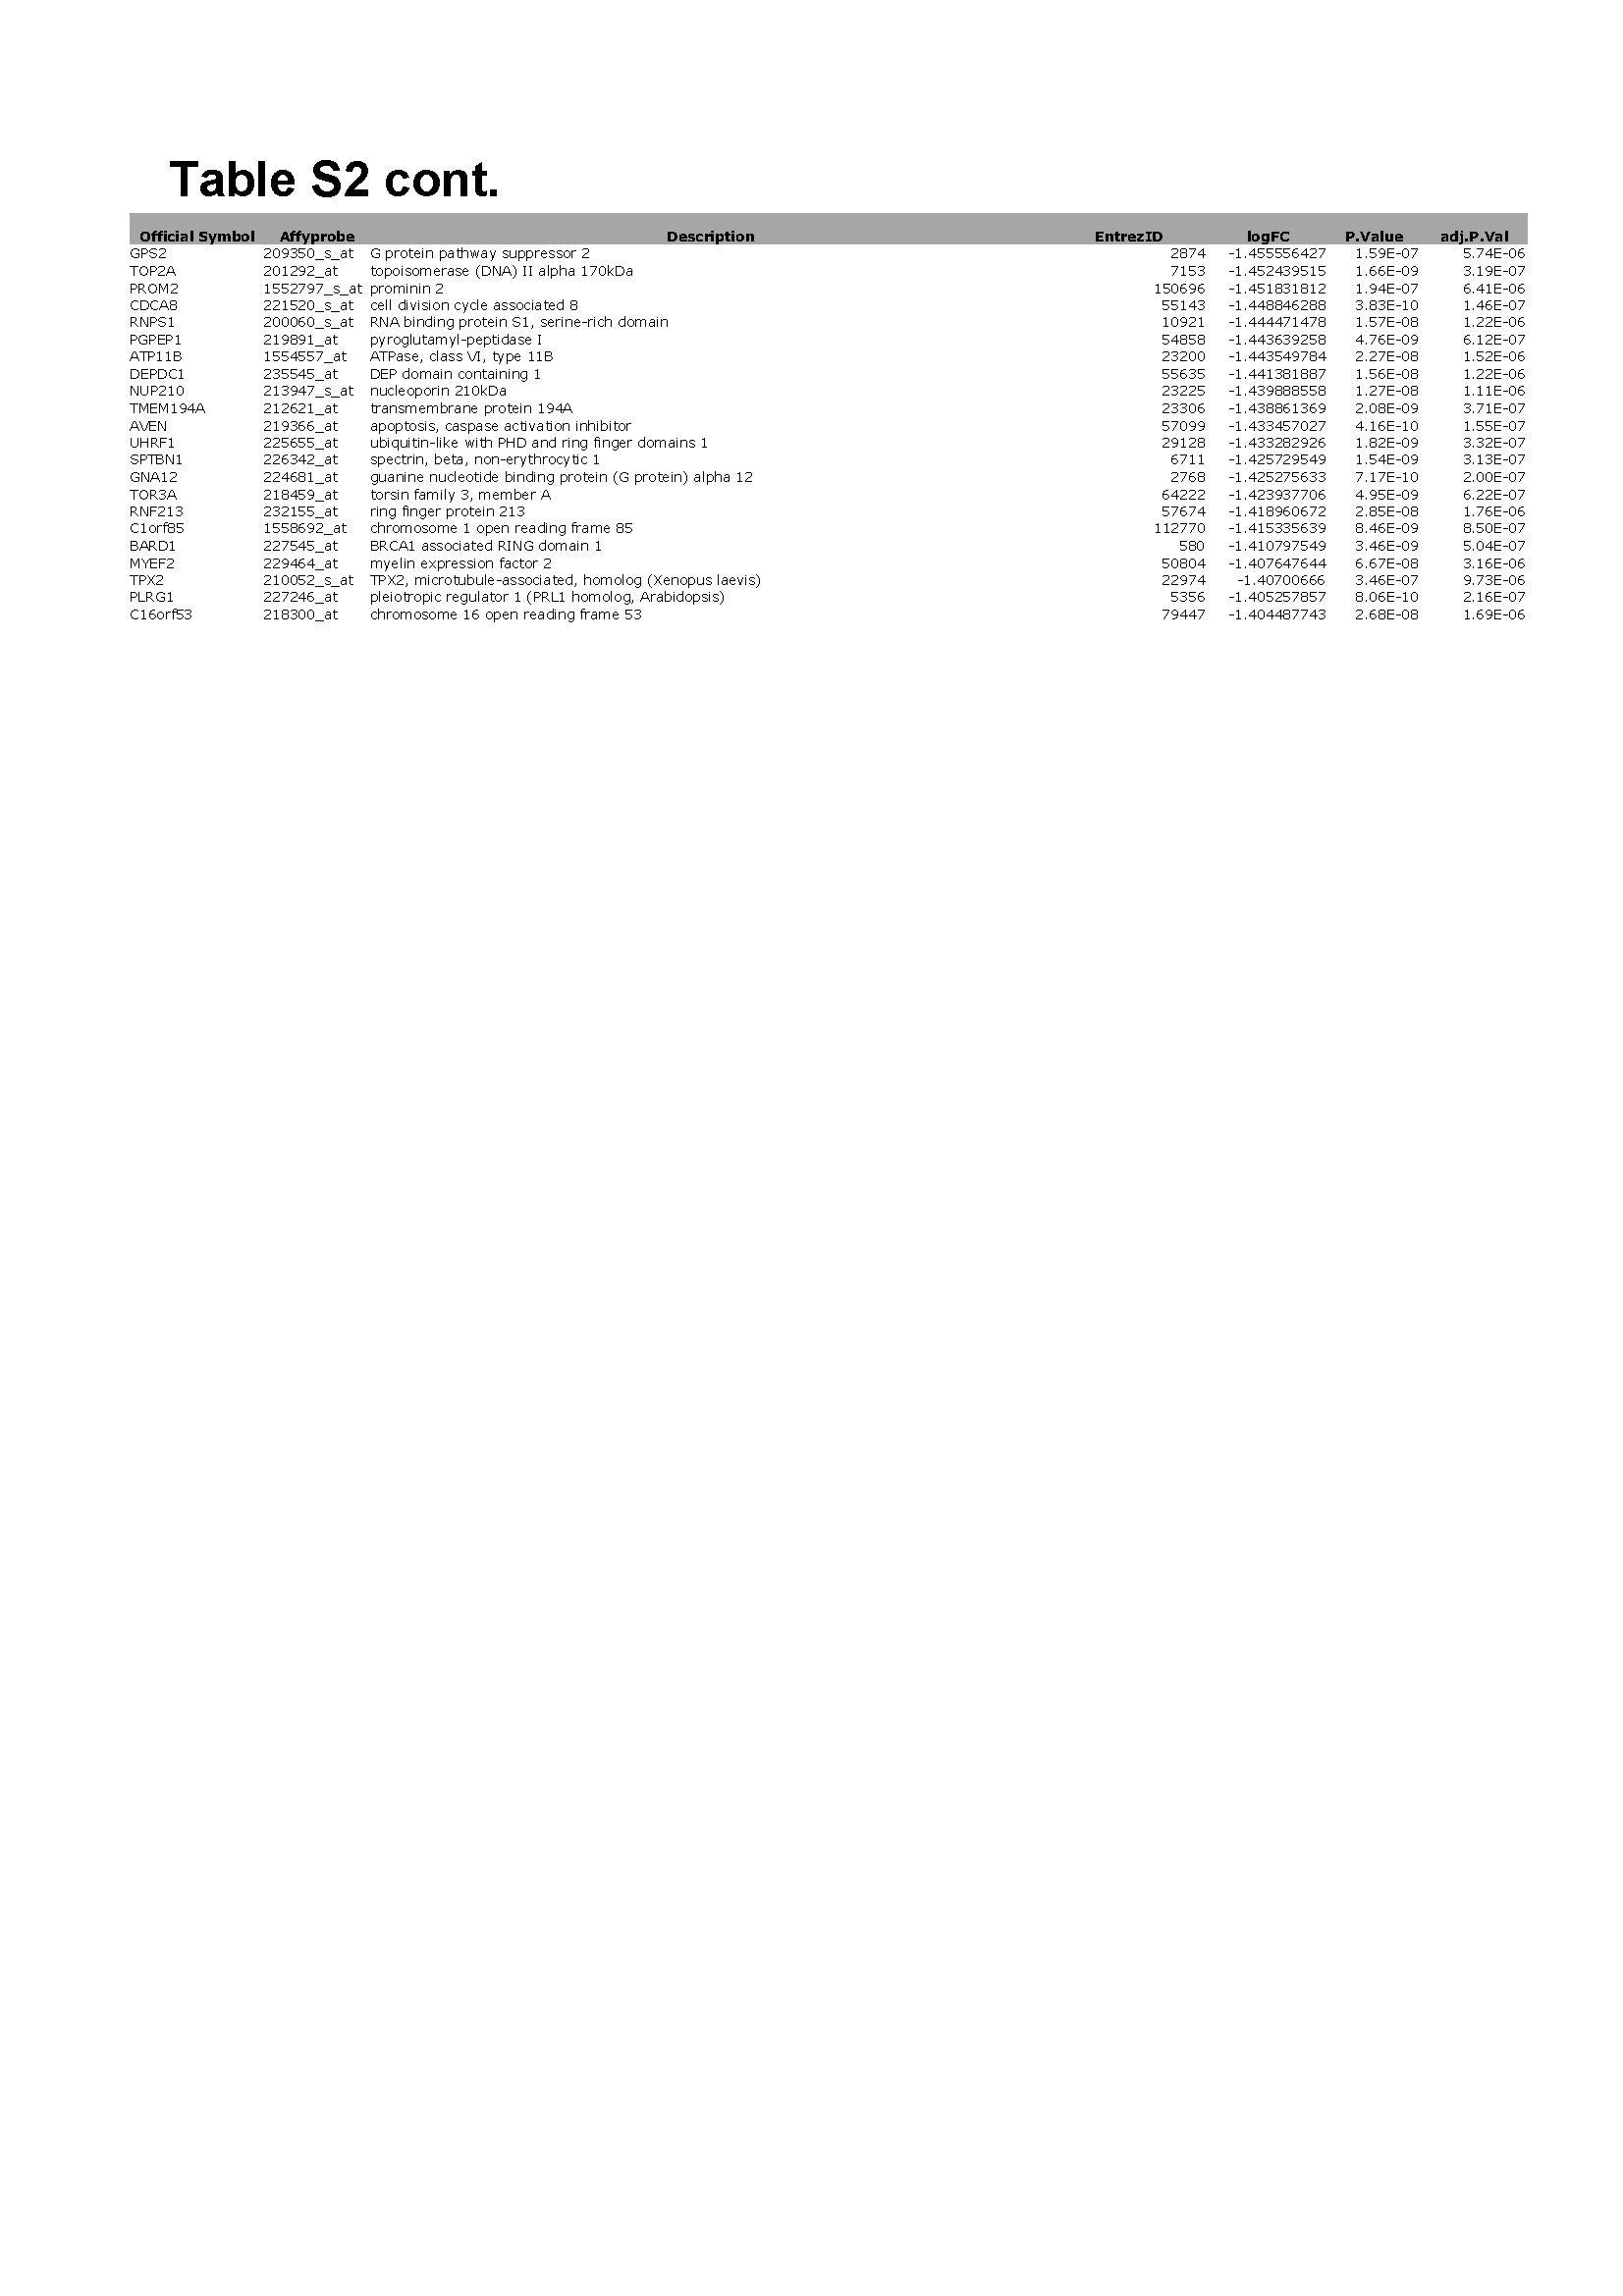

Table S3. Functional analysis

S3A
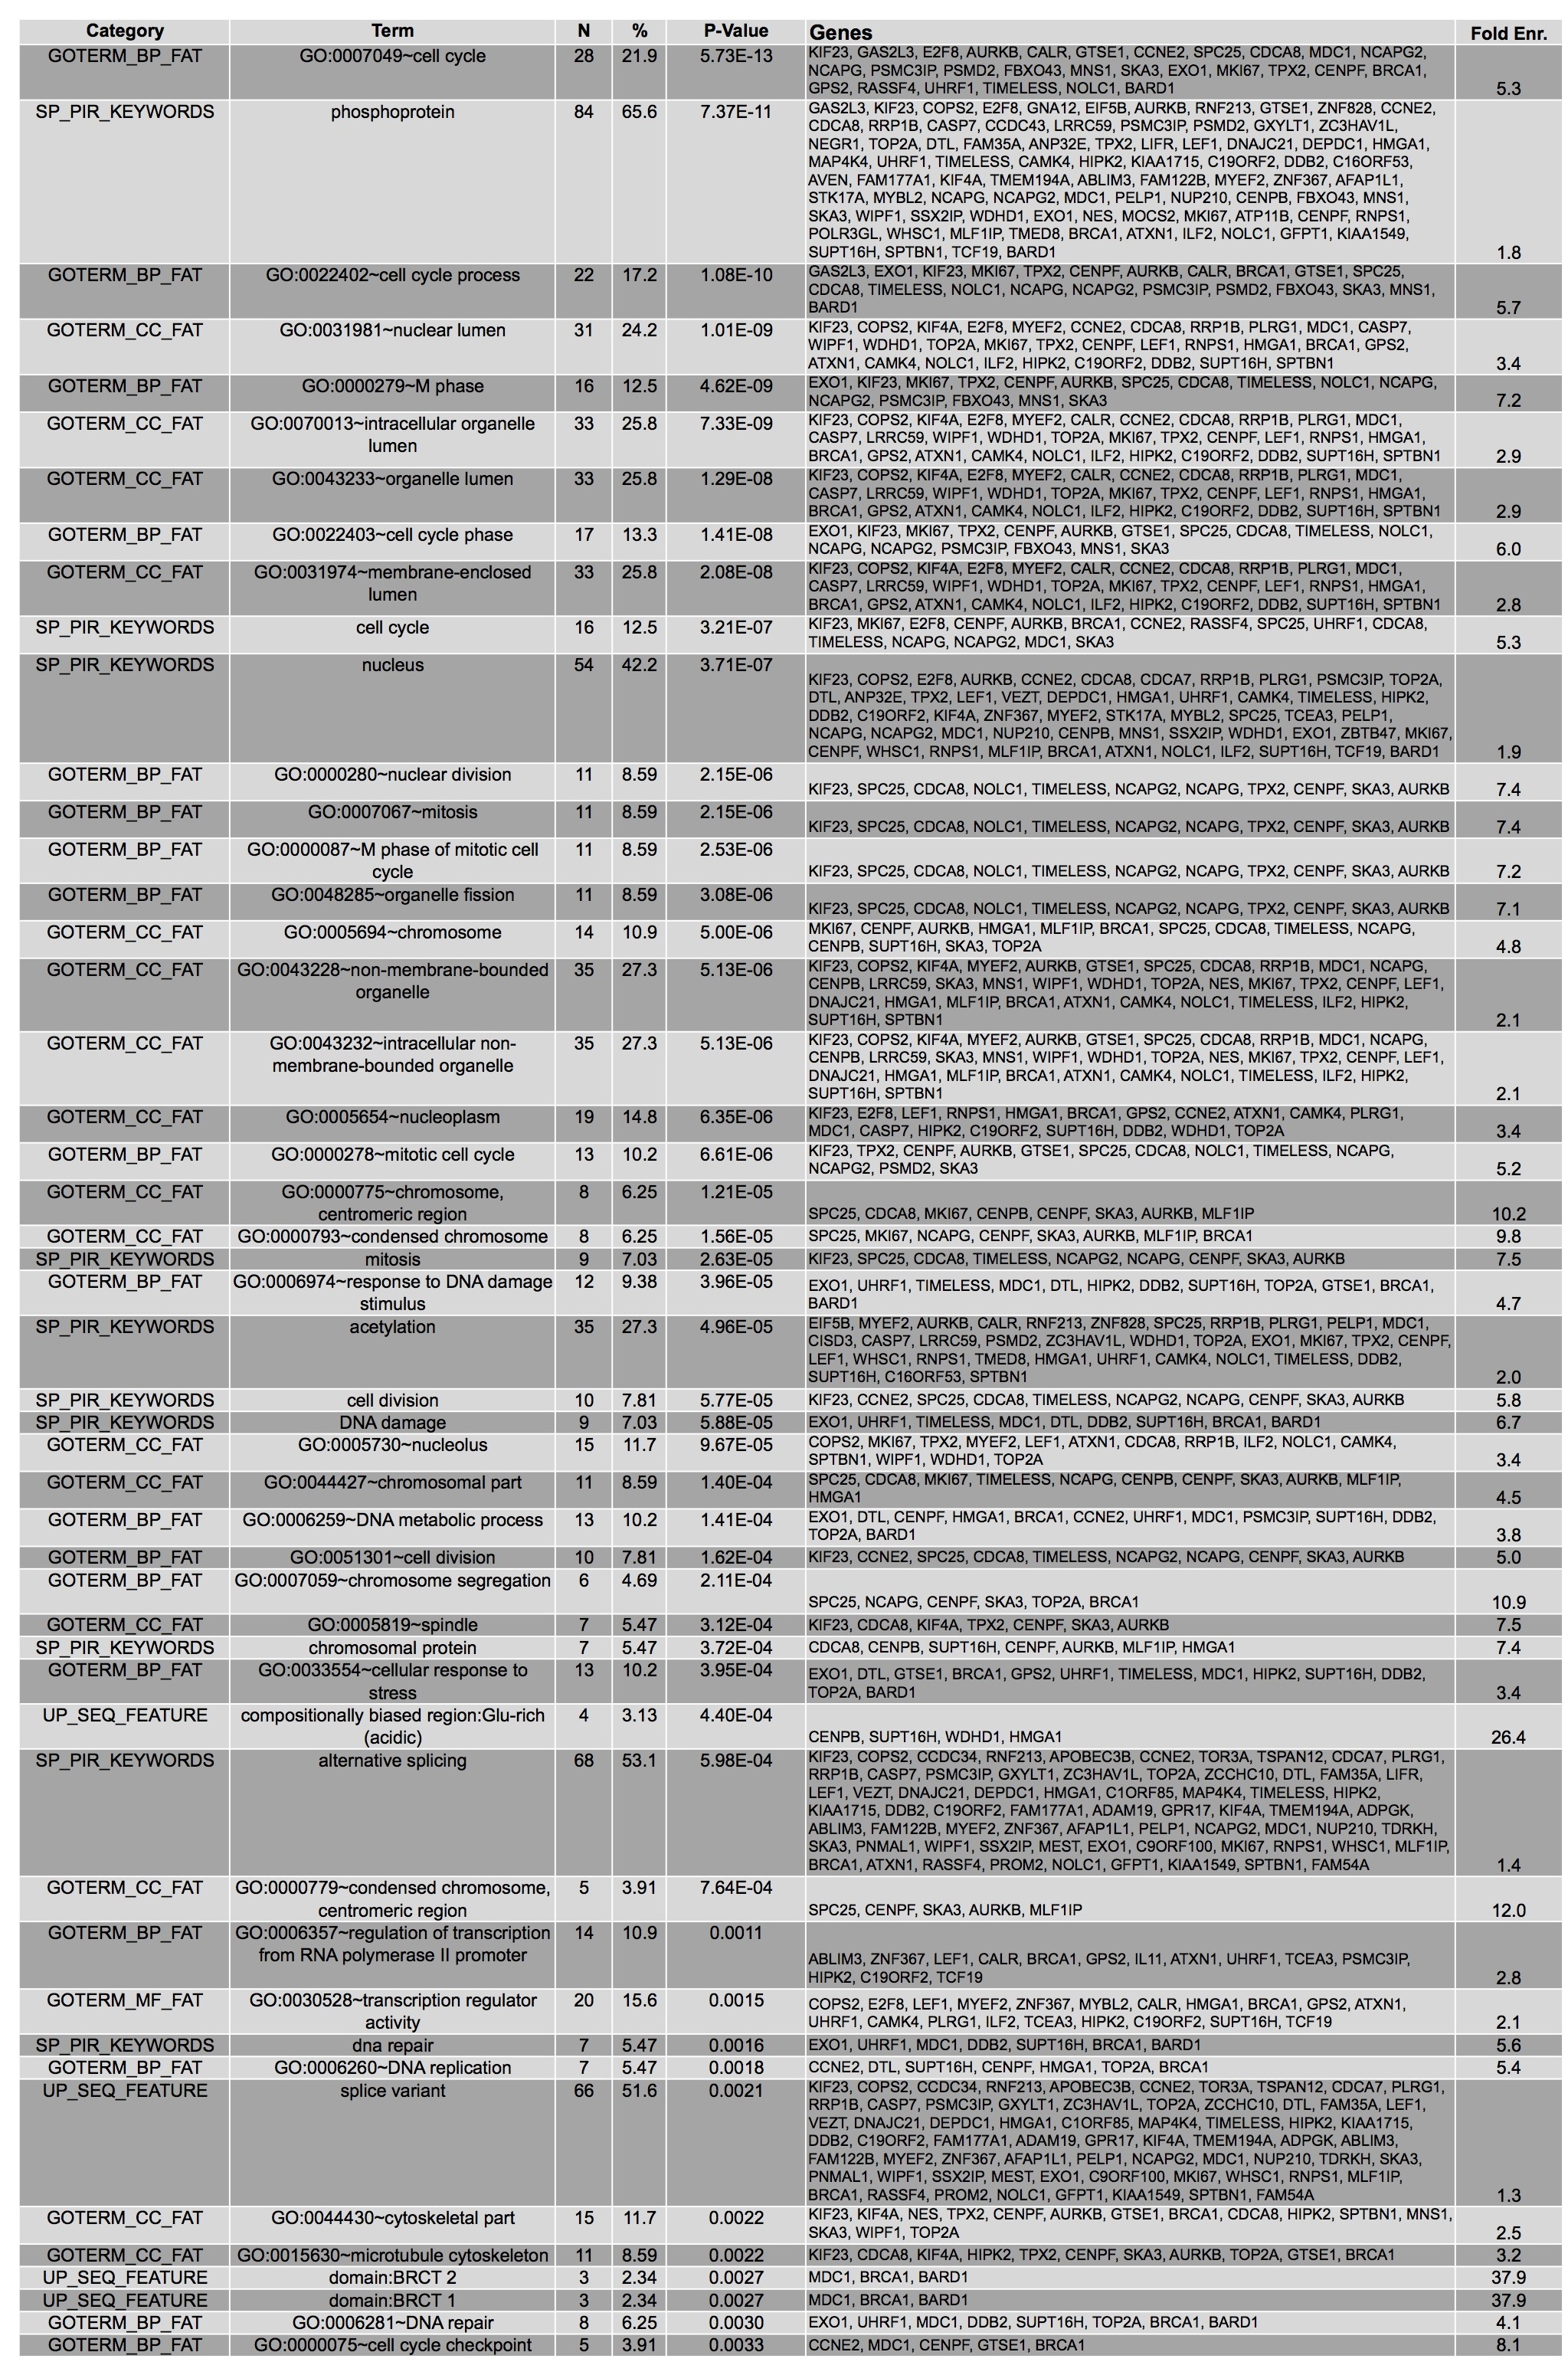

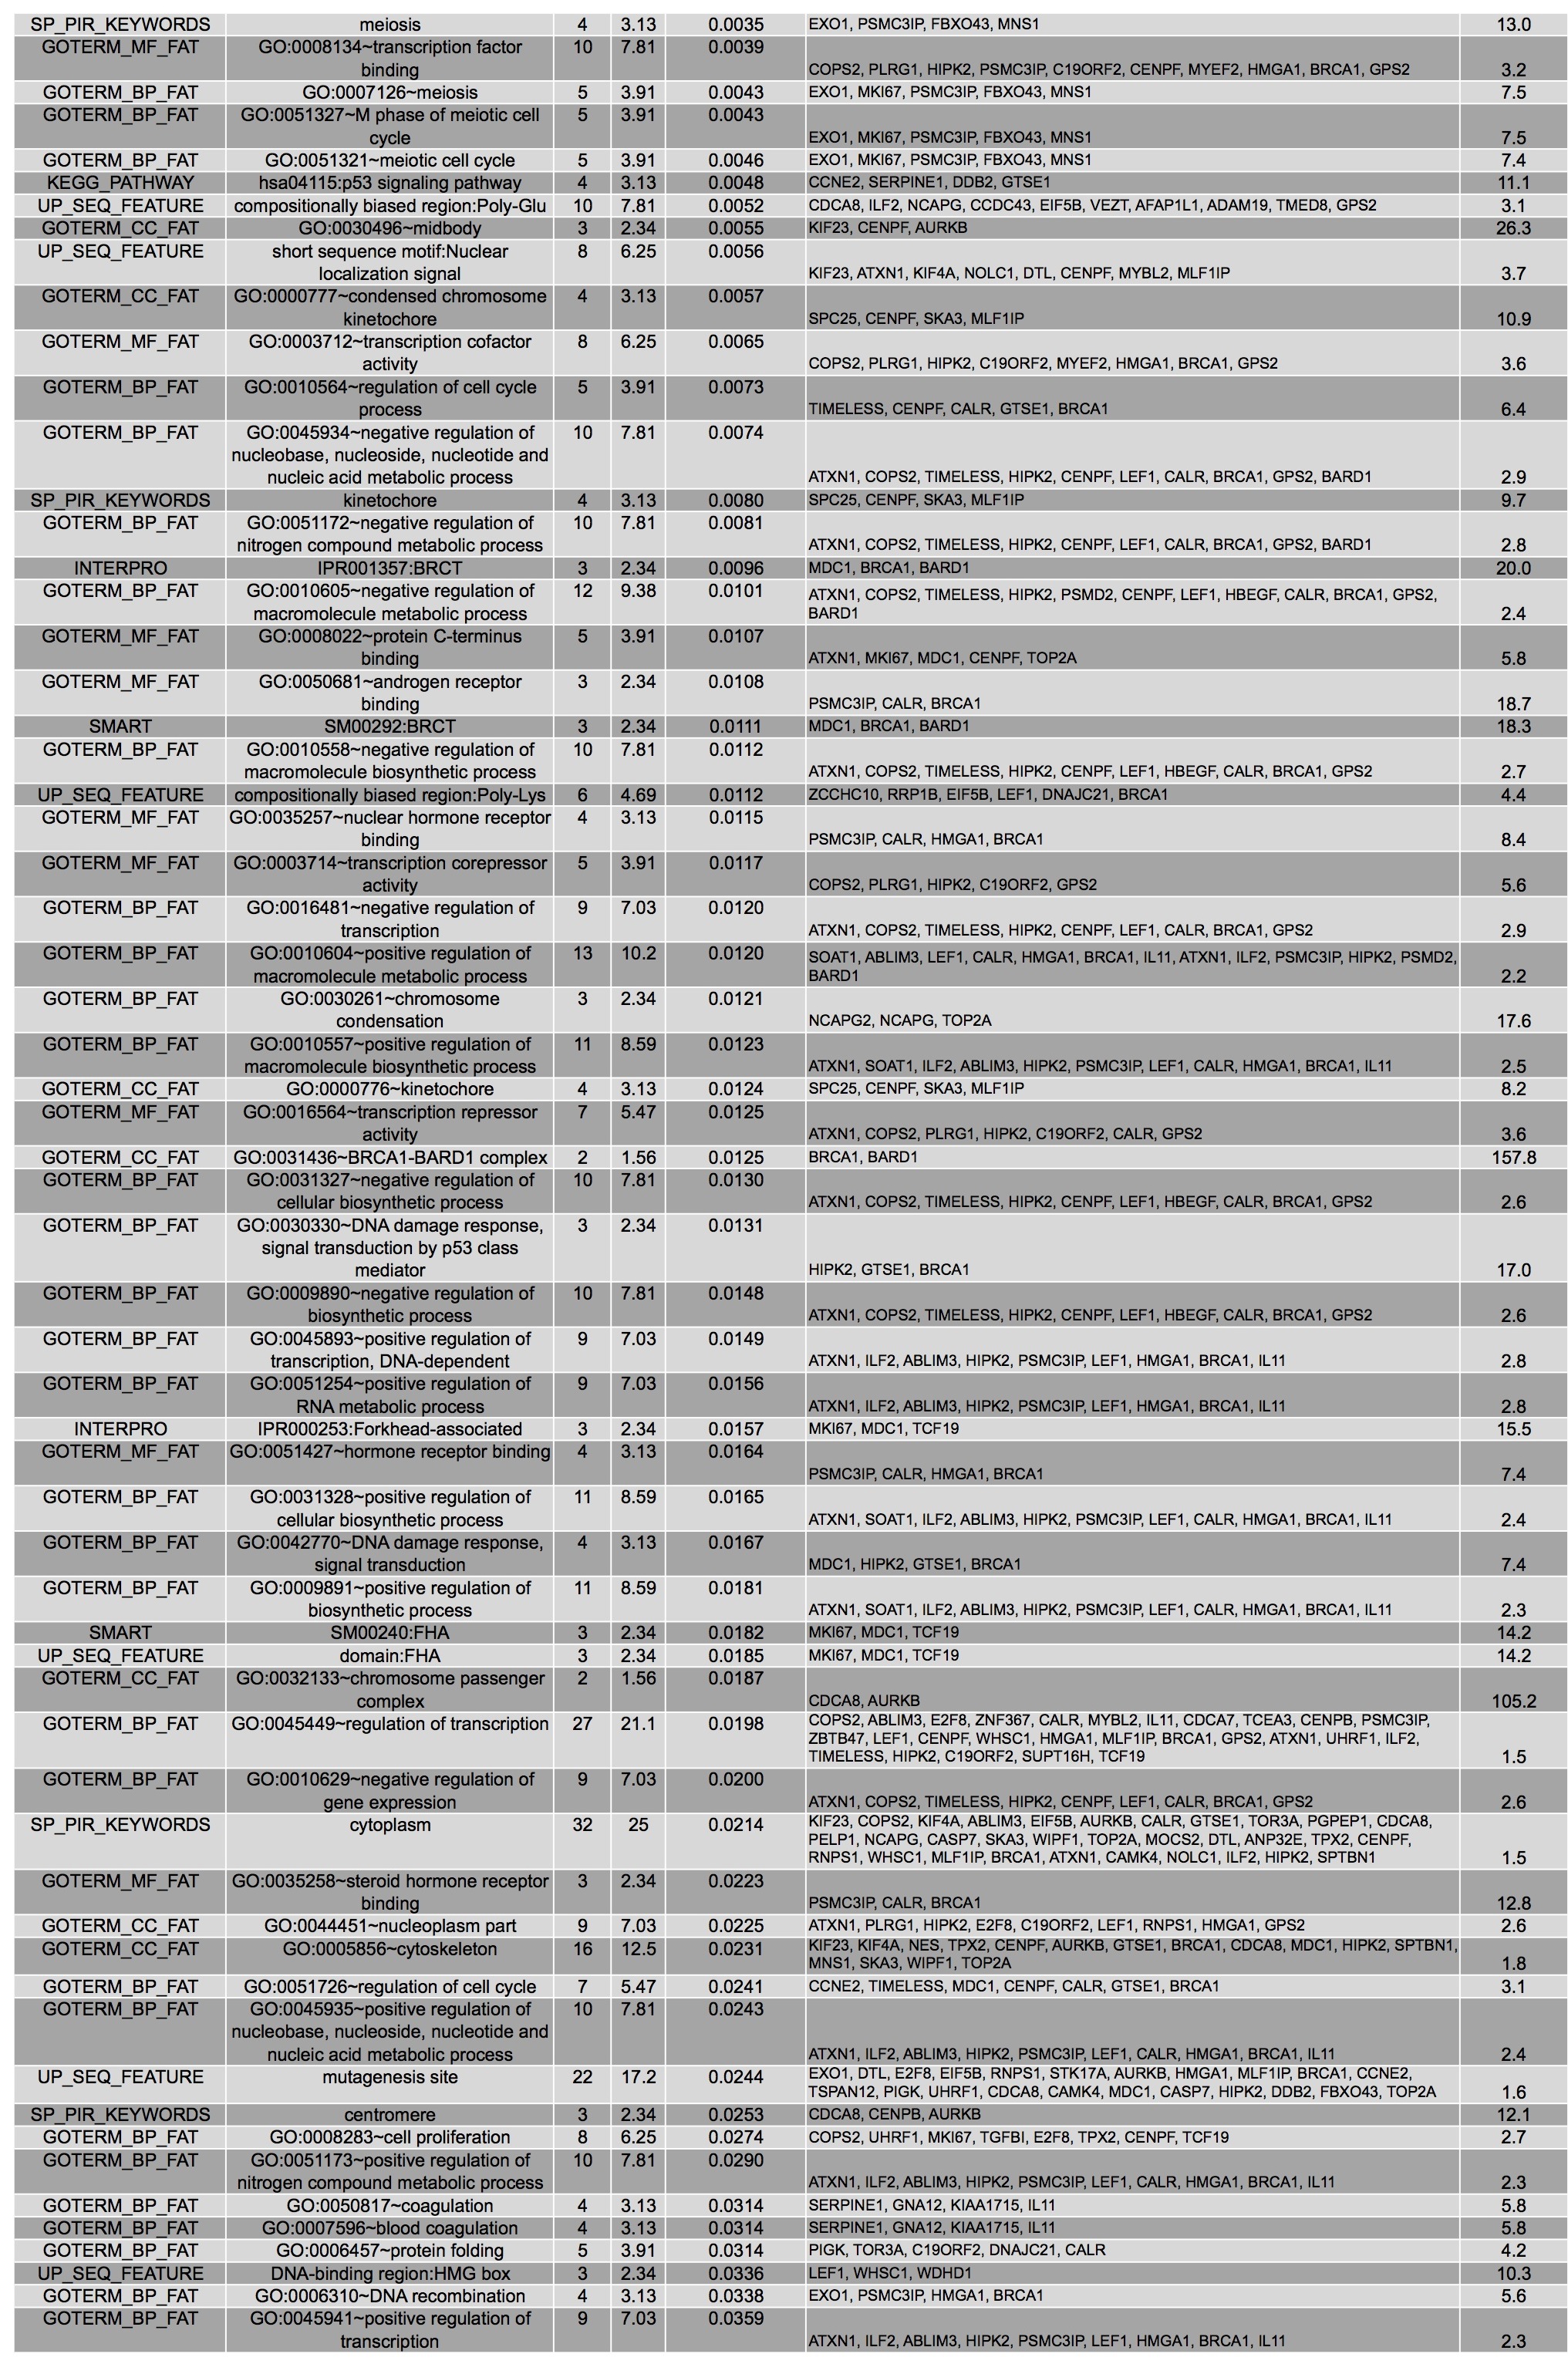

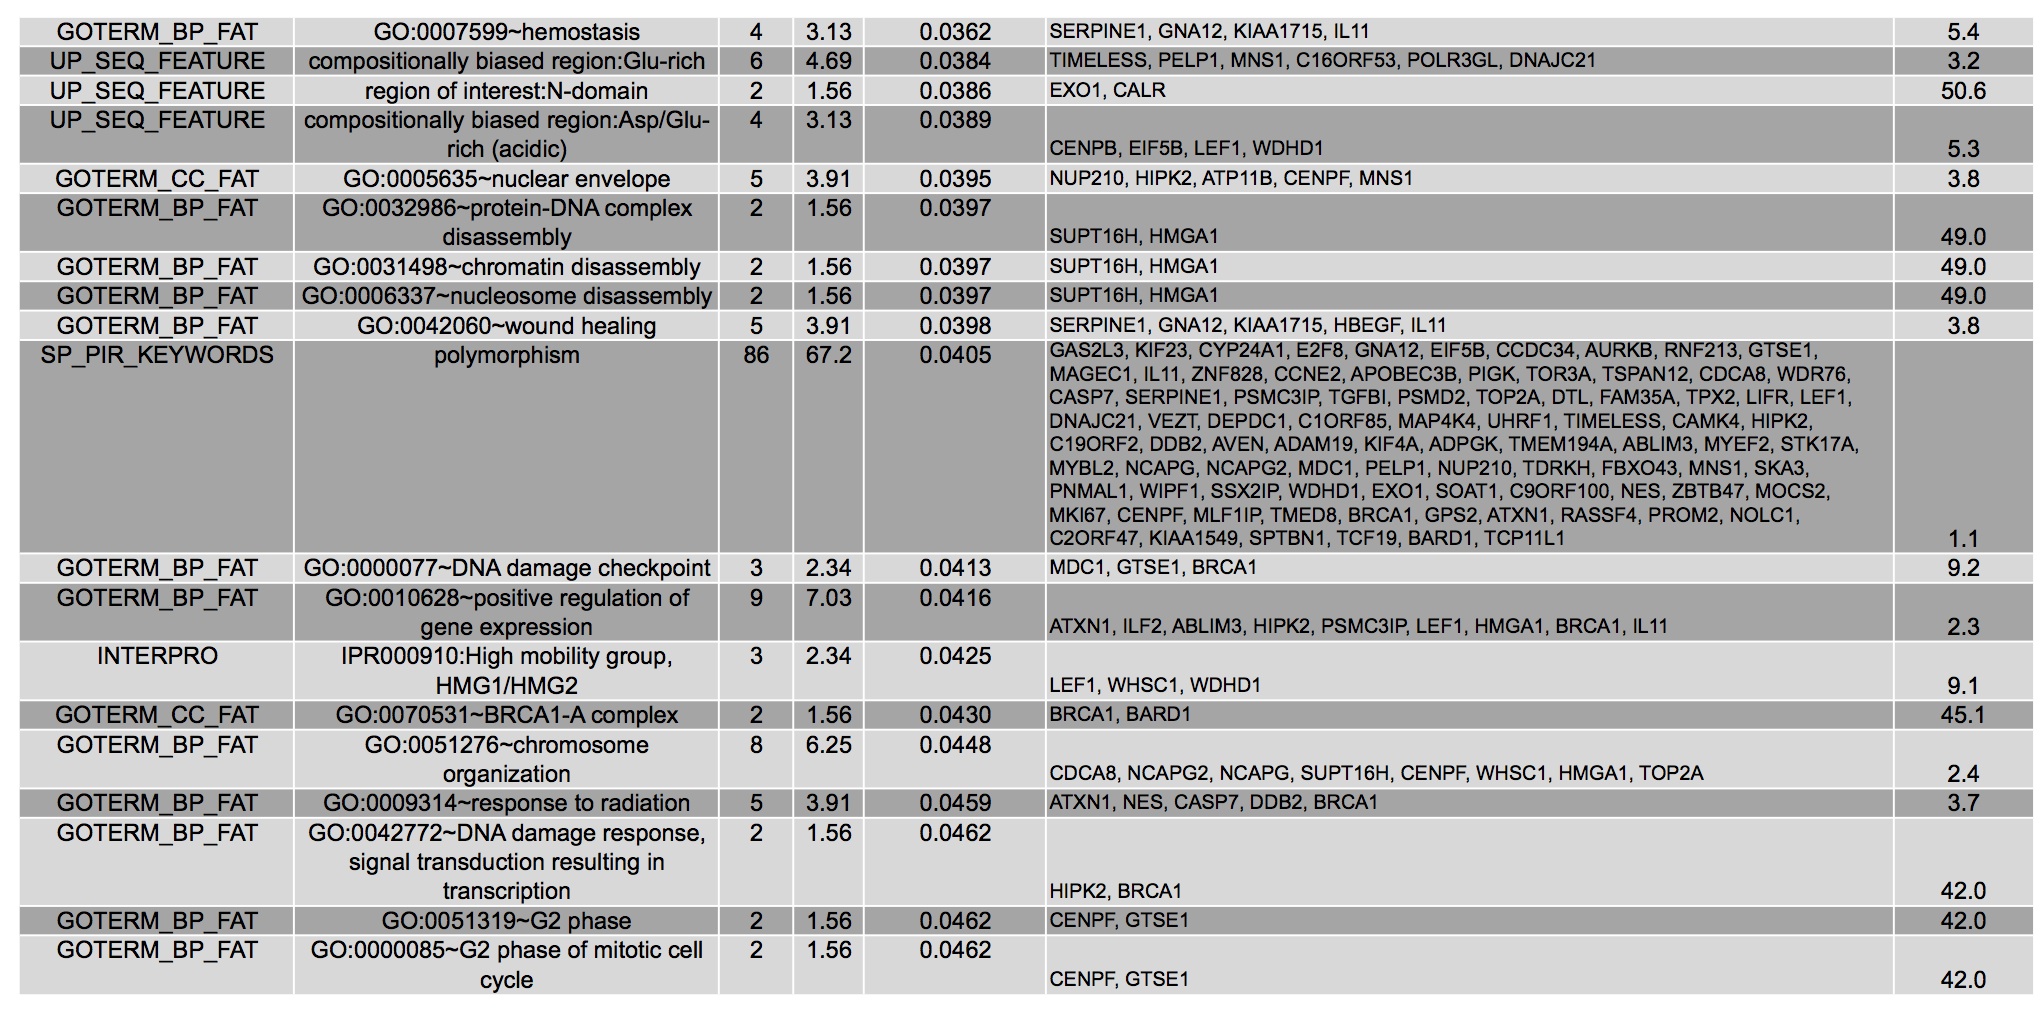

S3B

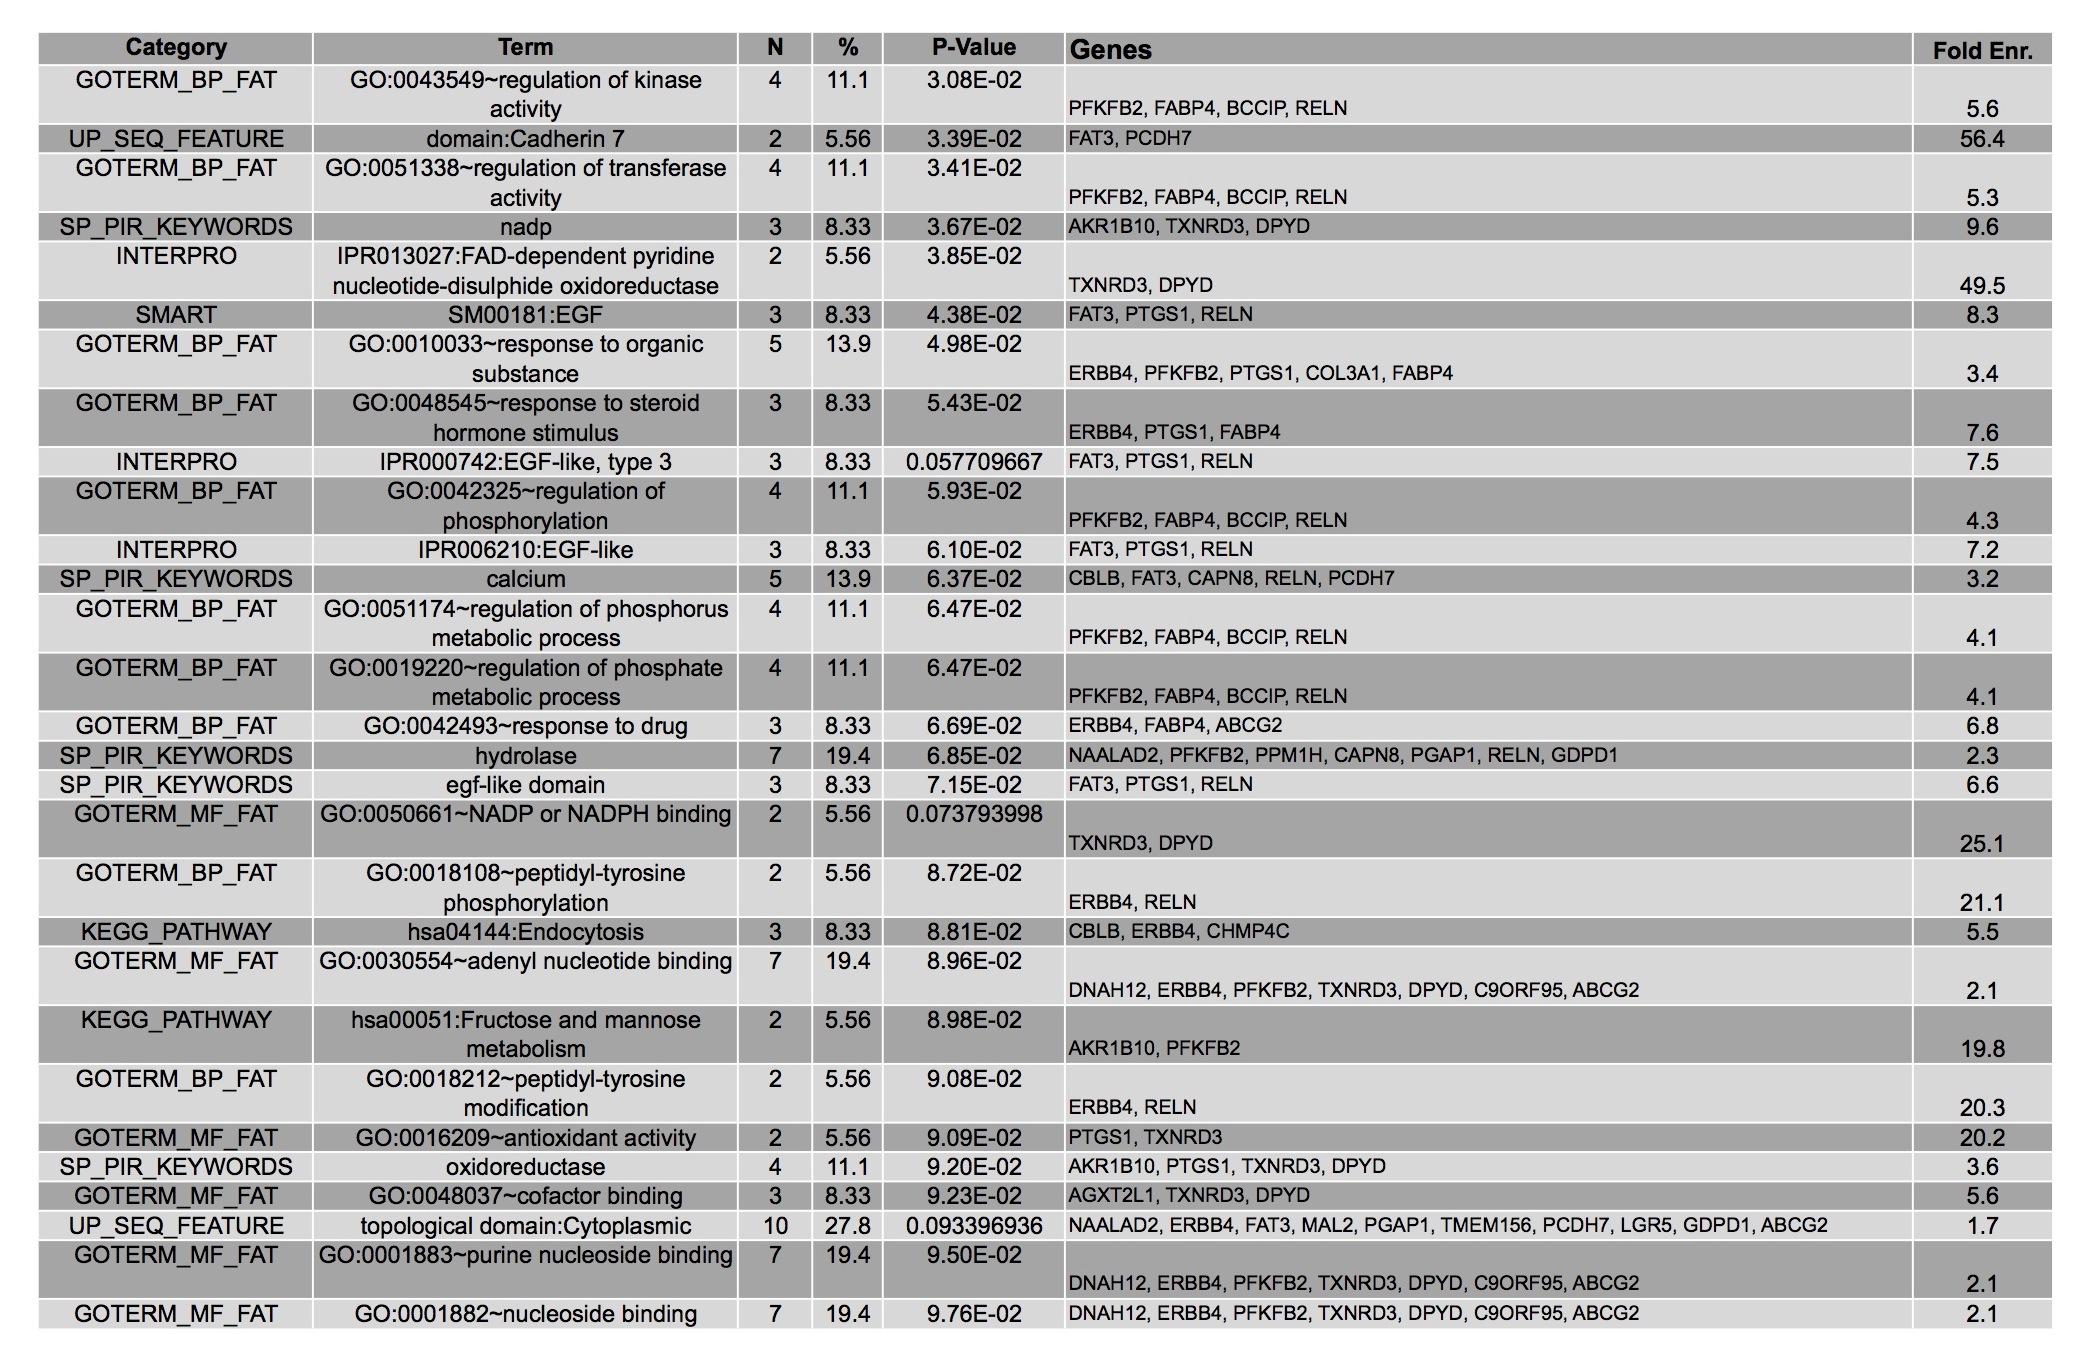

Table S4. Multivariate analysis

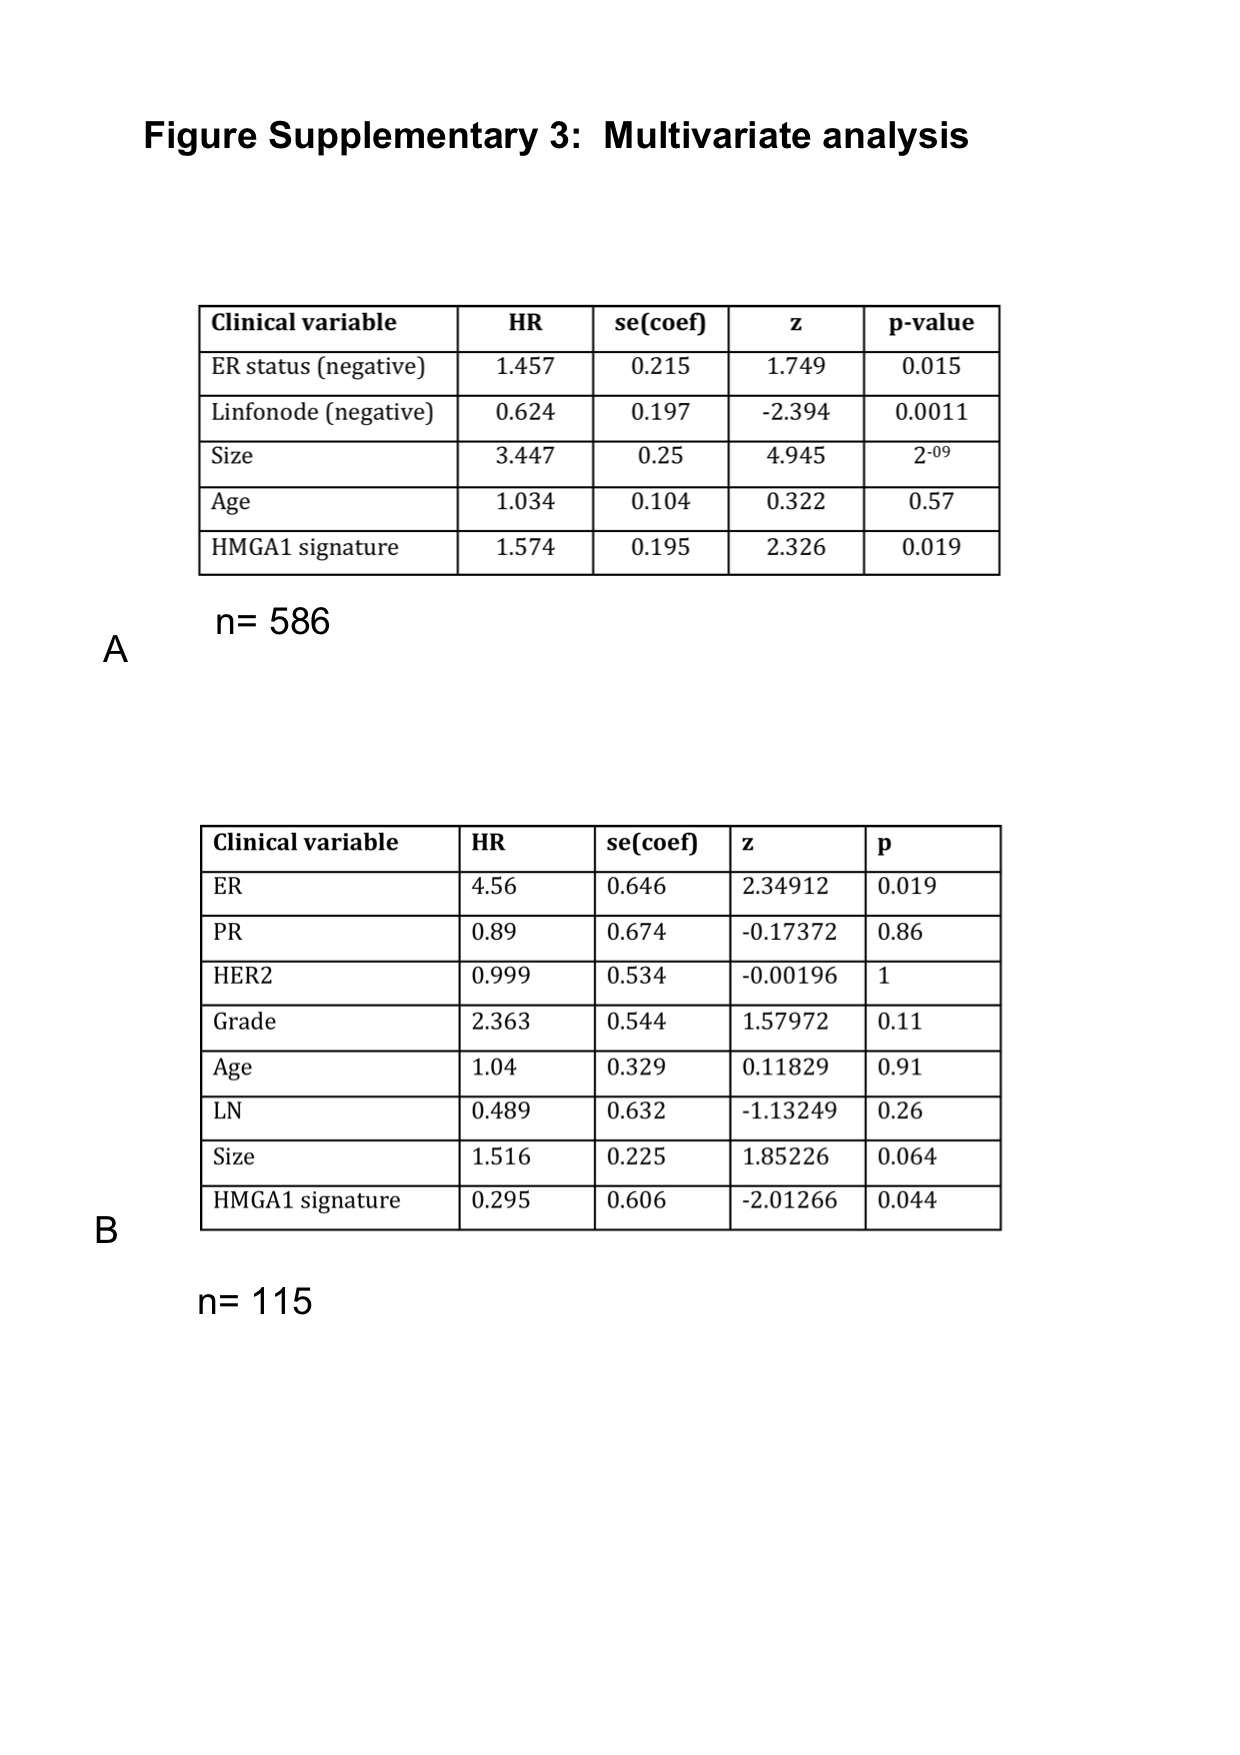

SUPPLEMENTARY TABLE LEGENDS

Tables S1 and S2. Differentially expressed genes in the MDA-MB-231 breast cancer cell model. Starting from the global gene expression matrix of the gene expression profiles of the human MDA-MB-231 cell lines with HMGA1 depletion and the control cells, differential gene expression was performed with the R/Bioconductor environment limma package. 

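The genes that fell past both thresholds had a median log2 signal of 9.09 over all 8 arrays, and the genes that rose past them of 7.45. Signals of different probe sets are not on one scale of abundance. The median log2 fold change was -1.64 for the 97 lower genes and 1.62 for the 27 higher genes. One of the higher genes and 0 of the lower genes had a mean under 6 over the 8 arrays, a level under which 35.7% of the tested genes lay. A further 9 probe sets with no gene name here were lower and 2 were higher past the same thresholds, and they are not counted among the genes.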

We selected the genes that had expression in the silenced HMGA1 cells greater or lower than a 1.4 log fold change relative to the control cells (Table S1 and Table S2, respectively).

Tables S3. Functional annotation of the HMGA1-modulated genes. Starting from the genes that had expression in silenced HMGA1 cells lower (A) than a 1.4 log fold change or greater (B) than a -1.4 log fold change with respect to the control cells, we used the publicly accessible software DAVID/EASE with default parameters. The complete GO term list is presented.

Tables S4. Multivariate analysis of the risk of death. Multivariate analysis was performed on the same cohort of patients analyzed in Figure 1 using the Cox proportional hazards regression modeling. We searched for the relationships between the high HMGA1 signature and other variables used in the clinical practice. Our analysis indicated that the HMGA1 signature behaves as an independent predictor of poor clinical outcome. The multivariate analysis has been done on 115 samples with the corresponding clinical variables.

SUPPLEMENTARY METHODS

*In vivo* Experiments

For the intravenous injection, 100,000 cells were resuspended in 200 µl of DMEM for each mouse, whereas for the fat pad injection, 1 million of cells were resuspended in 100 µl of DMEM. We performed *in vivo* imaging at 20 and 26 days after i.v. injection or at 14, 21, 28, 34 and 40 days after fat pad injection. Anesthetized animals (1-3% isoflurane, Merial Italia S.p.A, Italy) were given the substrate D-Luciferin (Biosynth AG, Switzerland) by intraperitoneal injection at 150 mg/kg in PBS (Sigma). Imaging times ranged from 15 seconds to 5 minutes, depending on the tumor model and time point. The light emitted from the bioluminescent tumors or metastasis was detected using a cooled charge-coupled device camera mounted on a light-tight specimen box (IVIS Lumina II Imaging System; Caliper Life Sciences, Alameda, CA). Regions of interest from the displayed images were identified around the tumor sites or metastasis regions, such as the lymph node and lungs, and quantified as total photon counts (photon/s) using Living Image® software (Xenogen). In some experiments, the lower portion of each animal was shielded before reimaging to minimize the bioluminescence from the primary tumor to ensure that the signals from the metastatic regions could be observed *in vivo*. For *ex vivo* imaging, 150 mg/kg of D-Luciferin was injected into the mice just before necropsy. The lungs were excised and imaged for 5 minutes.

Cluster Analysis

Starting from the normalized annotated expression matrix after gene median centering, features that had standard deviation of less than 0.3 were filtered out. Unsupervised hierarchical cluster analysis (average-linkage method) was performed using Cluster software (EisenLab). Cluster results were then visualized using Java TreeView.

Functional Analysis

Differentially expressed gene lists obtained from low-level procedures were analyzed for functional associations.

- Data were analyzed through DAVID Bioinformatics Resources v6.7 (49) using the suggested standard parameters.
- Data were analyzed through the Oncomine Pro web tool using suggested standard parameters. Custom concept analysis was performed, and the “Summary view” (adapted) was reported.
- Data were analyzed through Ingenuity Pathway Analysis (IPA) software. Core analysis was performed, and the top associated networks table was reported.

How the deposited data were processed for this re-analysis (not part of the article)

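RNA of MDA-MB-231 cells transfected with a control siRNA (siCTRL, 4 arrays) or an siRNA against HMGA1 (siHMGA1, 4 arrays) was measured on Affymetrix arrays. The siRNA concentration of 100 nM is from the methods, and the 72 h between transfection and RNA extraction is from the sample labels. The labels name 4 biological replicates per group, while the methods give 4 in one section and 3 in another. All 8 arrays were used and none was left out.

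The deposited values are log2 probe set signals, which the authors made with the Affymetrix Expression Console and RMA. The paper names R and Bioconductor, and the submitters' processing notes name RMA and affy without versions. RMA includes background correction, quantile normalization of probes and summarisation per probe set, so that differences in total signal between arrays are removed, and the scanner intensities were not analysed here. Array means were 6.57 to 6.58 and medians 6.07 to 6.12 on the log2 scale. Low signals are compressed by background, and very bright ones can saturate. No number of reads stands behind a signal, so the number of arrays sets the precision.

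Probe sets were named through the platform annotation, updated with the RefSeq gene table of GRCh38.p14, which served for names only, and no coordinates are given because no genome build is named in the sources used here. Of 54675 probe sets, 62 were controls, 41091 had 1 gene, 1801 had several genes and were left out, and 11721 had no gene name here. The symbols of 11 probe sets were updated, and 54 probe sets had an identifier without a match in the RefSeq table and kept the annotation's symbol. For the 10523 genes with more than 1 probe set, the probe set with the highest mean over the 8 arrays stood for the gene, since the paper's text does not name a rule. This gave 19777 genes.

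The test was limma (version 3.58.1 in R 4.3.3) with default settings on the 2 groups and the Benjamini and Hochberg adjustment over all genes. The paper's thresholds were an adjusted p below 1e-04 and a log2 fold change beyond 1.4, and other calls used an adjusted p under 0.05. Gene lists were tested with camera at its preset correlation of 0.01 and, as an alternative, at a correlation estimated per list, with adjustment over 21 lists. These lists were mitosis, DNA replication, regulators of G1 and S phase, DNA repair, ribosome biogenesis, ribosomal proteins, housekeeping, mesenchymal, epithelial, cadherin superfamily, Notch, Wnt/beta-catenin, breast stemness, invasion and proteolysis, inflammatory cytokines, interferon, p53 targets, cholesterol synthesis, endoplasmic reticulum stress, luminal breast and leukocyte. A further 4 lists of genes that the study names were counted and not tested. Over-representation among genes past the paper's thresholds was tested with a one-sided Fisher's exact test against all tested genes. Intervals of shares are 95% Wilson intervals.

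The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined, but the values in the pictures of Tables S1 and S2 had been seen by then. The rule took every gene of the study's own 4 lists, the 15 genes with the largest rise and the 15 with the largest fall past the thresholds with the groups apart, and up to 4 members per other list with the largest change at an adjusted p under 0.05, with up to 2 of the opposite direction. Genes named by the paper that had no probe set with a single gene name were not analysed here.

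The steps were tested on simulated data for the comparison of siHMGA1 with siCTRL, with 200 of 19777 genes changed. In these data limma called 10 of 50 genes changed by 0.25 on the log2 scale, 39 of 50 changed by 0.5, 50 of 50 changed by 1 and 50 of 50 changed by 2, and 5 of 19577 unchanged genes. In the real data 30.5% of the genes passed an adjusted p under 0.05 from limma. The adjustment is less strict there, so the shares called at small changes do not carry over. The test of lists called the list that was moved and 0 of the others. The simulated genes varied independently, while the estimated correlation in the real data was 0.446 for mitosis, 0.325 for DNA replication and 0.328 for DNA repair. The simulation therefore cannot show how often camera with its preset correlation calls lists wrongly in these data.

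The alternatives were the replicate number as a block, 3 other ways to represent a gene, cyclic loess, centring on housekeeping genes, leaving out genes with a mean under 6, a trended and robust fit, array weights, leaving out each of the 8 arrays, the methods' t-test, all probe sets, other fold thresholds, and for lists an estimated correlation, fry and lists without the genes the study names. In addition, the fit was repeated for the 35 splits of the 8 arrays into groups of 4, the real one included. The methods' t-test is the two-tailed Student's t test that the paper names for its other data.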

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

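The test of blood cell genes and the splits of the arrays for each list were chosen only after the results were seen.

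More interferon-stimulated genes, which the paper does not discuss, rose than fell after HMGA1 silencing. Of 46 measured genes, 23 were higher and 5 lower at an adjusted p under 0.05 from limma (25 and 7 when adjusted over the list alone), with a median log2 fold change of 0.24 and an adjusted p of 1.86e-04 from camera (adjusted p = 0.379 with an estimated correlation). OAS2 (1.04, and 0.64 with the mean of probe sets), ISG20 (0.99) and ISG15 (0.95), which act against viruses, were higher. SAMD9L (-0.63) and TNFSF10 (-0.37) were lower. TNFSF10 had an adjusted p of 0.0535 from limma when arrays were centred on housekeeping genes and 0.0656 with the methods' t-test.

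For this pattern, chance is not excluded, because 3 of 35 splits of the 8 arrays gave the list an adjusted p as small, the real one included. The smallest of the others was 4.51e-07 from camera. Splits with unequal numbers of each group keep part of any real difference, so the splits cannot decide this. Blood cells in the cultures are argued against as its whole cause, since they would raise their genes together, while 21 leukocyte genes had a median of 0.0072 (95% interval -0.086 to 0.075) and the 12 with a mean of at least 6 one of 0.0039 (-0.086 to 0.13). Of the 21 genes, LCK, PTPRC (0.50), CD8A (0.33) and CD3D (0.19) were higher and LYZ and CD3G (-0.24) lower at an adjusted p under 0.05 from limma. The means over the 8 arrays were 4.92 for PTPRC, 5.96 for CD8A and 6.20 for LCK, at or near background. A response to the transfected RNA may account for it, since IFNB1 and the 8 most inducible genes had a median log2 fold change of 0.62 against 0.21 in the other members, but 4 of these 9 genes did not pass, namely IFNB1 (-0.09, adjusted p = 0.648 from limma), IFIT2 (0.07), IFIT3 (-0.21) and CXCL10 (0.15). Because each group received one siRNA, that response cannot be told apart from the loss of HMGA1, the biological explanation, which stays open and untested.

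Single arrays stood apart from the other 3 of their group in 9 of 212 groups of 4 (4.25%), about the 1 in 20 that chance gives. In siCTRL replicate 1, CCND2 (7.50), COL6A3 (9.34) and NOTCH1 (8.50) were the highest of their group. In siCTRL replicate 3, YBX1 was the highest (13.99), and in siCTRL replicate 4, CXCL1 was the lowest (8.19). In siHMGA1 replicate 4, EXO1 (7.78) and CXCL1 (7.64) were the highest, in siHMGA1 replicate 1, OAS2 was the highest (10.32), and in siHMGA1 replicate 3, INSIG1 was the highest (11.40).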

How the results depend on the processing

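The counts past the paper's thresholds stayed within 1.5 times of 97 lower and 27 higher genes with the largest IQR, the probe sets without _s_at and _x_at, all probe sets, cyclic loess, centring on housekeeping genes, a mean of at least 6, the trended and robust fit, array weights and each left-out array (91 to 113 lower and 23 to 27 higher). With the largest IQR, 124 of the 170 genes called were those of the 124 called above. The labels give the same replicate letters to both groups, and whether these pair the arrays is not settled. Of same-numbered pairs, 2 of 4 had a correlation of deviations over 0.1 (range -0.12 to 0.27), and differently numbered pairs ranged from -0.28 to 0.20. Only 1 of 4 siHMGA1 arrays correlated best with its own number, but 4 pairs are too few to exclude pairing. The replicate block gave 97 lower and 27 higher genes past the thresholds and 2930 and 3094 at an adjusted p under 0.05, and changed no list's call. The siHMGA1 over siCTRL log2 fold change of HMGA1 was -2.5 to -1.66 over its alternatives, without a value for the probe sets without _s_at and _x_at, since both HMGA1 probe sets are of these kinds. Lists without the genes the study names kept their calls. Other results changed, and the cause was not tested except where the alternative's construction shows it. The mean of probe sets gave 54 lower and 12 higher genes, and the methods' t-test 31 and 3 (91.2% lower). A threshold of 1 gave 289 and 89 and one of 2 gave 15 and 1 (93.8% lower), by construction. Cyclic loess gave 53.8% lower genes at an adjusted p under 0.05, and left-out arrays 47.4 to 50.0%. Housekeeping centring gave 5593 higher genes at that level, shares of 69.2% and 27.3% lower genes, and adjusted p = 0.0177 for ribosomal proteins and 0.0354 for inflammatory cytokines. Ribosomal proteins had adjusted p = 0.0122 in the trended and robust fit and 0.0454 to 0.179 with an array left out (under 0.05 without siHMGA1 replicate 2). Inflammatory cytokines had 0.0262 to 0.168 with an array left out, under 0.05 without siCTRL replicate 4 and without siHMGA1 replicate 4. Cholesterol synthesis had adjusted p = 0.126 without _s_at and _x_at probe sets. With an estimated correlation, the adjusted p was 0.117 for mitosis, DNA replication, G1 and S phase and epithelial genes, 0.145 for DNA repair and 0.379 for interferon and cholesterol synthesis. With fry, which asks whether a list's genes move one way and compares them with no other genes, it was 4.36e-04 for ribosome biogenesis, housekeeping and luminal genes, 0.0245 for ribosomal proteins, 0.0074 for mesenchymal genes and p53 targets, 0.0030 for cadherin and Wnt/beta-catenin genes, 3.28e-05 for stemness and 0.0017 for inflammatory cytokines. At a log2 fold change beyond 1 and an adjusted p under 0.05, over-representation passed for lower inflammatory (5.33e-04) and higher luminal genes (0.0321). Over all probe sets, 25254 and 4874 had a standard deviation of at least 0.15 and 0.3. Signs of genes called in either fit changed where other probe sets stood for a gene. No named gene was called in both directions by these fits, which take 1 value per gene. Single probe sets of PCDH7 (1.33 and -0.79) and of CALD1 (-0.88 and 0.51) did pass an adjusted p of 0.05 from limma in both directions. Genes called in neither fit also changed sign, such as GAPDH (0.052) and YBX1 (0.057) with housekeeping centring. With the largest IQR, log2 fold changes were 0.61 for CTNNB1, 0.50 for HMGA2 and -0.11 for RPS14, with the mean of probe sets -0.042 for RPS14, and without _s_at and _x_at probe sets 0.038 for GTSE1, 0.026 for HES1, -0.10 for FAS, 0.0078 for LYZ and -0.11 for RPS14. Of these, only CTNNB1 and HMGA2 passed there (adjusted p = 6.32e-05 and 1.86e-04 from limma). The other values had an adjusted p of 0.478 to 0.98 from limma, so they are lost calls and not changes in the opposite direction. Of the other results for named genes, 1823 kept their side of the threshold, 38 lost it and 2 gained it, and of the results for lists 396 kept it, 8 lost it and 16 gained it. Of 100 called genes named in the text, 44 had a log2 fold change over 1.5 times smaller with the mean of probe sets, 15 of 86 without _s_at and _x_at probe sets and 1 of 100 with the largest IQR. Signals near background limit the called changes of genes with a group mean under 6.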

Differences from the paper's values

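The fold changes of 46 genes were read by eye from the pictures of Tables S1 and S2, and 41 of them did not differ from those computed here. A value counted as not differing when it was equal at 2 digits, or had the same sign and lay within the larger SD of the 2 groups of 4 arrays. For DEPDC1 the paper's log2 fold change is about -1.4 in Table S2, read by eye, and the value here -1.14. For GTSE1 the paper's value is about -1.6 in Table S2, read by eye, and the value here -0.74. For CENPF the paper's value is about -2.1 in Table S2, read by eye, and the value here -0.62. For CALR the paper's value is about -1.5 in Table S2, read by eye, and the value here -1.18. For FAT3 the paper's value is about 1.5 in Table S1, read by eye, and the value here 1.13.

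Of the alternatives set before the data were examined, the largest IQR per gene left 0 of the 46 values differing, and under it DEPDC1, GTSE1, CENPF, CALR, FAT3 and PCDH7 passed the paper's thresholds. Without the _s_at and _x_at probe sets, DEPDC1, CENPF and CALR did not differ and passed the thresholds, while GTSE1 and FAT3 still differed. CENPF also passed them with the mean of probe sets, and PCDH7 with housekeeping centring. In the other alternatives the 5 values differed as in the values above. The paper does not name its rule for probe sets.

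At the paper's thresholds, the paper reports 130 lower and 38 higher genes and 97 and 27 were counted here, within 1.5 times of each other. The largest IQR and the count over all probe sets each gave 133 and 37.

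The paper places JAG1, HES1 and KMT5A (SETD8) in the panel of genes of Fig. 5H and CENPA and BUB1 in its signature. Here all 5 were lower at an adjusted p under 0.05 from limma, with log2 fold changes of -0.72, -0.43, -1.01, -0.54 and -0.76, and none of them passed a log2 fold change of 1.4 in the values above or in the alternatives run per gene. Of further genes that the paper names there, LEF1 (-1.66), CCNE2 (-2.28) and PSMD2 (-1.62) were past both thresholds, and DEPDC1 (-1.14) and CENPF (-0.62) were not. The paper reports no change of beta-catenin mRNA, and CTNNB1 had a log2 fold change of -0.01 here, with 0.61 under the largest IQR.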

Other observations

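The tests of the probe set choice, of dim signals and of cell cycle genes, and the splits of the arrays for each list, were chosen only after the results were seen.

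Secreted factors moved in both directions after HMGA1 silencing. Of 30 inflammatory cytokines and growth factors, 8 were lower and 3 higher at an adjusted p under 0.05 from limma (10 and 6 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0938 with the preset and adjusted p = 0.379 with an estimated correlation). The cytokine IL11 went from 9.74 ± 0.0671 to 7.93 ± 0.0870 (SD, n = 4 each), a log2 fold change of -1.81, and the EGF receptor ligand HBEGF fell by 1.47. The macrophage growth factor CSF1 (-1.22) and the chemokine CXCL1 (-1.18) also fell, while EREG, another EGF receptor ligand (0.68), and IL24 (0.65) rose, and with the mean of probe sets the value was -0.78 for HBEGF, -0.58 for CSF1 and 0.36 for EREG. Of 27 genes of cholesterol synthesis, 13 were higher and 2 lower (15 and 3 when adjusted over the list alone), with a median of 0.22 and a camera adjusted p of 0.0019 (adjusted p = 0.379 with an estimated correlation). That call was lost without the _s_at and _x_at probe sets (adjusted p = 0.126 from camera), and 4 of 35 splits of the arrays gave an adjusted p as small. The enzymes SC5D (0.78), MSMO1 (0.61) and TM7SF2 (0.59) rose, and INSIG1, which retains sterol sensors in the endoplasmic reticulum (-0.70), and FDPS (-0.29) fell. SC5D did not pass without the _s_at and _x_at probe sets (0.06, adjusted p = 0.742 from limma), on a probe set near background with a mean of 3.89. FDPS did not pass with housekeeping centring (-0.19, adjusted p = 0.0570 from limma).

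Of 25 luminal breast genes, 5 were higher, with ERBB4 and ERBB3 in the lead, and 5 lower, such as MYB (-0.80, and -0.49 with the mean of probe sets). The counts were the same when adjusted over the list alone (camera adjusted p = 0.616 with the preset and adjusted p = 0.591 with an estimated correlation). Of 31 genes of endoplasmic reticulum stress, 8 were higher and 6 lower (9 and 6 when adjusted over the list alone, camera adjusted p = 0.835 with the preset and adjusted p = 0.904 with an estimated correlation). The chaperone CALR was at -1.18, XBP1 at -0.51 (-0.22 with the mean of probe sets) and CHAC1 at 0.82. The median of the list was -0.015 while its mean was 0.0052. Of 29 p53 targets, 9 were higher and 4 lower (9 and 6 when adjusted over the list alone, camera adjusted p = 0.327 with the preset and adjusted p = 0.379 with an estimated correlation), with GDF15 at 1.11, FAS at 0.73 and DDB2, a damage-binding protein, at -1.64. Without the _s_at and _x_at probe sets GDF15 (0.15) and FAS (-0.10) did not pass, on probe sets near background with means of 5.00 and 5.21. Of 31 ribosomal proteins, 4 were higher and 0 lower (0 and 0 when adjusted over the list alone, camera adjusted p = 0.0938 with the preset and adjusted p = 0.591 with an estimated correlation). RPL18 was at 0.23 and did not pass with the mean of probe sets (0.09). RPS14 was at 0.16, and at -0.11 with the largest IQR, on a probe set near background with a mean of 4.81. RPS14 did not pass with the replicate block (adjusted p = 0.0774 from limma), with cyclic loess (adjusted p = 0.105 from limma) or with most arrays left out in turn. Of 21 leukocyte genes, 4 were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.711 with the preset and adjusted p = 0.795 with an estimated correlation). LCK was at 0.60 and LYZ at -0.61. Without the _s_at and _x_at probe sets LYZ was at 0.0078, on a probe set near background with a mean of 4.57. Among genes the paper names, VIM had a log2 fold change of -0.16 (adjusted p = 0.0405 from limma, but 0.0786 with the replicate block, 0.417 with housekeeping centring and over 0.05 with 7 of the 8 arrays left out in turn) on its brighter probe set and of -0.76 on its dimmer one, which has the largest IQR (adjusted p = 5.04e-05 from limma), NOTCH1 of -0.17 (adjusted p = 0.0881 from limma, 0.0499 among genes with a mean of at least 6, and a log2 fold change of 0.15 with the largest IQR), HMGA2 of -0.14 (adjusted p = 0.195 from limma, and 0.50 with the largest IQR) and YBX1 of -0.04 (adjusted p = 0.626 from limma). For VIM the paper reports a lower mRNA by real-time PCR. Of the 9 measured genes that the study names outside its other lists, 4 were lower and 0 higher at an adjusted p under 0.05 from limma. That list holds HMGA1 itself and genes the study measured in these cells, so it is not independent evidence.

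More genes fell than rose past the paper's thresholds, 97 against 27, while 2904 fell and 3124 rose at an adjusted p under 0.05 from limma, or 2104 and 5593 with housekeeping centring and 3284 and 2823 with cyclic loess. The choice of probe set is argued against, since the share of lower genes was at least 77.7% under 3 other choices. Compression of dim signals is argued against as the only cause by the called genes with a mean of at least 9, of which 50 were lower and 2 higher (96.2%, 95% Wilson interval 87.0 to 98.9%), while with a mean of 8 or less 21 were lower and 18 higher (53.8%, 38.6 to 68.4%). Without the 201 genes of the 4 cell cycle lists, 76 lower and 27 higher genes remained (73.8%, 64.5 to 81.3%). This argues against the listed genes as the only cause. It cannot decide for cell cycle genes in general, since the lists may not hold all of them. A mainly activating role of HMGA1, the notion that the paper names, and indirect effects of slower division or of the siRNA sequence stay open and untested. Centring on 11 housekeeping genes, among which TBP fell by 0.64, lowered the share to 69.2%.

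Probe sets of one gene often gave different falls, and of 99 genes with several probe sets and at least 1 past the thresholds downwards, 59 had probe sets that differed by over 1 on the log2 scale. Compression of bright signals may contribute, but only 2 genes had a brightest probe set of at least 12, and it fell by less than the others in 50% of them (1 of 2), too few to decide. The share was 46.7% (14 of 30) for brightest probe sets from 10 to 12 and 28.4% (19 of 67) for those under 10. Dim probe sets near background may contribute too, since the dimmest probe set fell by less than the others in 87.8% of 41 genes where it was under 6 (95% Wilson interval 74.5 to 94.7%). The share was 79.3% in 58 genes whose dimmest probe set was brighter (67.2 to 87.7%), a comparison added after the first value was seen, and the genes were chosen for a fall on at least 1 probe set, so the explanations cannot be told apart. No biological explanation, such as different transcripts, was tested.

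Chance is argued against for the number of genes past the paper's thresholds, since only the real split of the 8 arrays, 1 of 35, gave as many as 124. No smaller share was possible. The highest other gave 0, but splits that mix the groups put the group difference into the spread within groups, which lowers their counts. The same holds for the 6028 genes at an adjusted p under 0.05 from limma (1 of 35, highest other 0), where the methods' t-test called 2669 lower and 2864 higher genes. Chance is not excluded for the number of lists that passed camera, 7, since 3 of 35 splits gave as many and the highest other gave 8. Only the real split, 1 of 35, gave an adjusted p as small for mitosis (6.22e-45, smallest other adjusted p 6.69e-25), DNA replication (1.15e-26, other 1.55e-16), DNA repair (1.89e-15, other 8.16e-13), epithelial genes (1.86e-04, other 6.86e-04) and G1 and S phase (0.0015, other 0.0075), while for cholesterol synthesis chance is not excluded (smallest other 4.18e-05). This argues against chance for each of the 5 lists taken alone, at the smallest share that 35 splits allow. It does not do so over the 7 lists, which were examined after they had passed. Splits that mix the groups thus gave small p-values from camera with its preset correlation. Splits with unequal numbers of each group keep part of any real difference, so these p-values do not show what camera gives by chance. None of the calls of the 7 lists held with an estimated correlation (adjusted p = 0.117 to 0.145 from camera for the first 5 lists). For epithelial genes and for G1 and S phase that correlation was 0.0123 and 0.0232, near the preset 0.01. A higher correlation alone does not account for their lost calls.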
